# Systematic Analysis of *Cis*-Elements in Unstable mRNAs Demonstrates that CUGBP1 Is a Key Regulator of mRNA Decay in Muscle Cells

**DOI:** 10.1371/journal.pone.0011201

**Published:** 2010-06-21

**Authors:** Jerome E. Lee, Ju Youn Lee, Jeffrey Wilusz, Bin Tian, Carol J. Wilusz

## Abstract

**Background:**

Dramatic changes in gene expression occur in response to extracellular stimuli and during differentiation. Although transcriptional effects are important, alterations in mRNA decay also play a major role in achieving rapid and massive changes in mRNA abundance. Moreover, just as transcription factor activity varies between different cell types, the factors influencing mRNA decay are also cell-type specific.

**Principal Findings:**

We have established the rates of decay for over 7000 transcripts expressed in mouse C2C12 myoblasts. We found that GU-rich (GRE) and AU-rich (ARE) elements are over-represented in the 3′UTRs of short-lived mRNAs and that these mRNAs tend to encode factors involved in cell cycle and transcription regulation. Stabilizing elements were also identified. By comparing mRNA decay rates in C2C12 cells with those previously measured for pluripotent and differentiating embryonic stem (ES) cells, we identified several groups of transcripts that exhibit cell-type specific decay rates. Further, whereas in C2C12 cells the impact of GREs on mRNA decay appears to be greater than that of AREs, AREs are more significant in ES cells, supporting the idea that *cis* elements make a cell-specific contribution to mRNA stability. GREs are recognized by CUGBP1, an RNA-binding protein and instability factor whose function is affected in several neuromuscular diseases. We therefore utilized RNA immunoprecipitation followed by microarray (RIP-Chip) to identify CUGBP1-associated transcripts. These mRNAs also showed dramatic enrichment of GREs in their 3′UTRs and encode proteins linked with cell cycle, and intracellular transport. Interestingly several CUGBP1 substrate mRNAs, including those encoding the myogenic transcription factors *Myod1* and *Myog*, are also bound by the stabilizing factor HuR in C2C12 cells. Finally, we show that several CUGBP1-associated mRNAs containing 3′UTR GREs, including *Myod1*, are stabilized in cells depleted of CUGBP1, consistent with the role of CUGBP1 as a destabilizing factor.

**Conclusions:**

Taken together, our results systematically establish *cis*-acting determinants of mRNA decay rates in C2C12 myoblast cells and demonstrate that CUGBP1 associates with GREs to regulate decay of a wide range of mRNAs including several that are critical for muscle development.

## Introduction

Dramatic changes in cellular gene expression profiles occur in response to extracellular stimuli, and during differentiation [1], [2]. These changes are achieved in part through the actions of transcription factors which allow coordinated regulation of specific gene sets. However, regulation of mRNA stability can facilitate rapid changes in gene expression both independently and in collaboration with transcriptional effects [3]–[5].

Messenger RNA decay rates can be readily modulated by association of specific stabilizing or destabilizing factors with the transcript [6]. These regulatory factors include RNA-binding proteins and/or miRNAs and their associated enzymes. For almost all mRNAs, decay initiates with removal of the poly(A) tail by one or more deadenylases [6]. This has the dual effects of silencing translation and rendering the transcript susceptible to other decay enzymes. It seems that many regulatory RNA binding proteins and miRNAs are able to modulate the efficiency of deadenylation to accelerate or slow down mRNA turnover. CUGBP1, for example, can bind to the 3′UTR of its target mRNAs and recruit the PARN deadenylase to enhance mRNA decay [7]. Binding of HuR, on the other hand, is generally associated with increased mRNA stability [8], [9], but it is not clear whether this is achieved through a direct inhibition of the decay enzymes, or merely by competing for the binding site of instability factors.

Just as transcription profiles vary between cell types, so can mRNA decay rates [10]. Such variations are presumably due to differences in activity of RNA-binding proteins and/or miRNAs that target specific sets of transcripts. We wished to examine rates of mRNA decay in C2C12 muscle cells for three reasons: (i) Previous studies have uncovered changes in mRNA stability that are essential for differentiation in this cell type [11]–[14]. (ii) Recent results from our lab and others have suggested that changes in mRNA decay rates in muscle cells may be responsible for aspects of pathogenesis in myotonic dystrophy (DM) [15], [16]. (iii) Several muscle cell responses require rapid reprogramming of gene expression, including the response to insulin [17], injury [18], membrane depolarization [19] and exercise [20]. Although the overall changes in gene expression have been characterized for many of these responses, the contribution of mRNA decay is unknown. Our goal in the first experiments described here was to establish mRNA decay rates on a genome-wide scale in C2C12 cells, characterize the sequence elements that influence mRNA turnover in this cell type and compare the results with those in other cell types.

CUGBP1 is an RNA-binding protein whose abundance and/or localization is altered in several neuromuscular diseases, including myotonic dystrophy, Fragile X Tremor/Ataxia Syndrome (FXTAS) and Oculopharyngeal Muscular Dystrophy (OPMD). In addition to its well-defined role as a regulator of splicing, CUGBP1 also influences mRNA turnover through association with GU-rich elements (GREs) in the 3′UTR of its target mRNAs [21]. Binding of CUGBP1 to 3′UTR elements results in recruitment of deadenylases such as PARN which can mediate rapid poly(A) shortening. This can induce translational silencing and/or mRNA decay. Thus CUGBP1 is a potent mRNA destabilizing factor. In the later experiments described below, we have determined the full complement of mRNAs associated with CUGBP1 in muscle cells by RNA immunoprecipitation followed by microarray (RIP-Chip).

Overall, we discovered that many unstable mRNAs expressed in muscle contain AU-rich and/or GU-rich elements in their 3′UTRs. AU-rich elements (AREs) are known to influence decay of short-lived mRNAs in many cell types, while the GREs were similar to those recently identified as CUGBP1 binding sites in unstable mRNAs expressed in T-cells [21] and in *Xenopus* [22]. By comparing our results with those recently reported on mRNA decay in pluripotent and differentiating Embryonic Stem (ES) cells [10], we found that GREs are significant in different cell types, whereas some AREs show cell-specific activities. The set of mRNAs associated with CUGBP1 in myoblasts was also enriched for GU-rich 3′UTR sequences, but not AU-rich ones. These CUGBP1-bound mRNAs tend to have short half lives and encode factors involved in processes such as cell cycle regulation, protein localization, signaling, apoptosis and RNA processing. Interestingly, several CUGBP1-associated mRNAs are bound by HuR and/or Pum1 in other cell types suggesting the existence of coordinated or competitive binding of RNA-binding proteins to achieve appropriate regulation. Finally, several CUGBP1 target transcripts were significantly stabilized in a CUGBP1 KD cell line. Taken together, our results strongly implicate CUGBP1 as a key regulator of mRNA decay in muscle cells.

## Results

### Assessment of mRNA decay rates in C2C12 cells

In order to evaluate mRNA decay rates in muscle cells, we treated C2C12 mouse myoblasts with actinomycin D to inhibit transcription and collected samples at 0, 10, 50, 110 and 230 min. 

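C2C12 is a line of mouse myoblasts, muscle precursor cells that fuse into myotubes when growth factors are withdrawn. The cells on the arrays carried the empty LKO1 vector and were kept proliferating. Actinomycin D binds DNA and blocks RNA synthesis, so that a transcript made before its addition can only persist or be degraded. It was present at 8 µg/mL for 30 min before the sample called 0 min was taken. RNA from 5 time points in each of 3 replicate time courses was hybridized to 15 arrays, 1 per sample.
The level of most transcripts fell after transcription was blocked. The deposited values are linear ratios, in which the authors divided each probe set by the 5th percentile of all probe sets on its array, so that 1.00 is the level of the dimmest probe sets. The median over 25175 probe sets was 2.59 ± 0.160 (SD, n = 3 arrays) at 0 min, 1.79 ± 0.176 (SD, n = 3) at 110 min and 1.59 ± 0.140 (SD, n = 3) at 230 min. The 75th percentile was 8.51 ± 1.13 (SD, n = 3) at 0 min and 3.84 ± 0.878 (SD, n = 3) at 230 min. The arrays did not fall evenly. The 110 min array of replicate 1 had a 75th percentile of 3.90, below the 4.63 of the same time course at 230 min and below the 4.75 and 5.46 of the other replicates at 110 min. At 230 min replicate 2 was the lowest, at 2.89.
A probe set was counted as expressed here when it was above the median of its array at 0 min in at least 2 of 3 replicates, which 12544 probe sets were. The detection p-values by which the paper defined expression were not used here. Of the expressed probe sets, 12097 fell and 3 rose in a linear trend of log2 values against time, fitted with limma with the replicate as a block (adjusted p under 0.05), and the median slope was -0.25 log2 per hr. This split rests on the scaling of the arrays. With each array divided by its median, 4741 fell and 246 rose (median slope -0.07), and with each array divided by its 75th percentile, 1964 fell and 6272 rose (median slope 0.07).
For the half-lives, an exponential curve was fitted to each probe set in each time course by nonlinear least squares on the ratios, after the paper's methods. The p of the decay rate had 3 degrees of freedom and the 95% confidence interval of the half-life was taken from the profile of the residual sum of squares. No background was subtracted, so a transcript that starts close to 1.00 has little room to fall. The paper states that the experiment was repeated in triplicate, and its text does not say whether the cultures were separate; p-values here measure the spread between these arrays, which may be technical. The number of arrays limits the precision of every value.

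**Figure D1:**
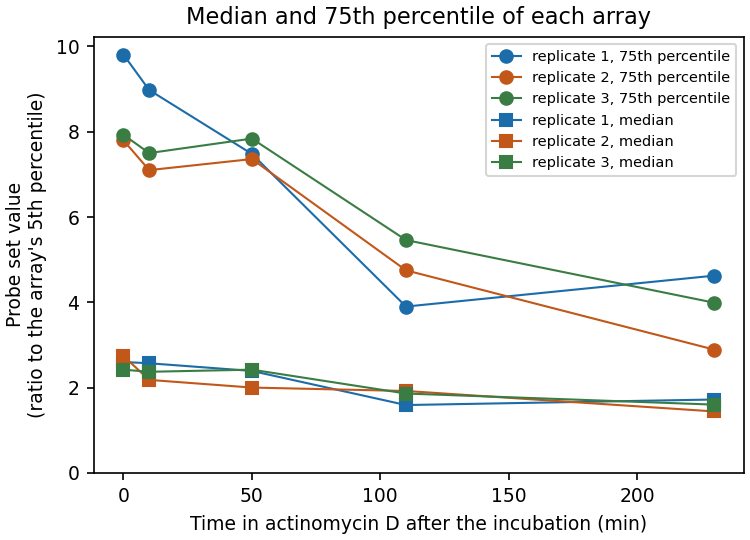
Median (squares) and 75th percentile (circles) of the probe set values on each of the 15 arrays, as ratios to the array's 5th percentile, against time in actinomycin D in minutes. Each line is 1 replicate time course, and the 75th percentile of replicate 1 at 110 min (3.90) lies below its value at 230 min (4.63).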

We utilized a relatively short time course to minimize toxic effects of transcription inhibition and to enable more accurate estimation of decay rates for mRNAs with short half lives, as these are more likely to be regulated. Total RNA was prepared from each sample and used to generate DNA probes for hybridization to Affymetrix Mouse Gene 1.0 arrays. The abundance of each mRNA was plotted over time and fitted to a first-order exponential decay curve allowing a half life and confidence interval to be determined (see Materials and Methods for details). The experiment was repeated in triplicate and a mean half life was calculated. 

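Fbxo5 encodes Emi1, an inhibitor of the anaphase-promoting complex that is removed at mitosis. Its probe set (10361375) fell from 22.6 ± 7.08 (SD, n = 3 arrays, ratio to the 5th percentile) at 0 min to 6.46 ± 0.786 (SD, n = 3) at 50 min and 1.61 ± 0.206 (SD, n = 3) at 230 min. The fitted half-lives were 19.1, 39.2 and 34.6 min in replicates 1, 2 and 3, a mean of 31.0 ± 10.5 min (SD, n = 3 time courses), and all 3 met the criteria for a reliable half-life. The 95% confidence interval in replicate 2 ran from 27.6 to 55.8 min.
Gdpd3 encodes a member of the glycerophosphodiester phosphodiesterase family. Its probe set (10557470) started at 1.53 ± 0.0400 (SD, n = 3 arrays) and was at 1.12 ± 0.0740 (SD, n = 3) at 230 min. The half-lives were 505, 652 and 572 min, a mean of 576 ± 73.5 min (SD, n = 3 time courses), and the criteria were met in 2 of 3 replicates. Every replicate of Gdpd3 lay above every replicate of Fbxo5, and the gap between the means was larger than the spread within either gene. With a constant floor in the curve the order of the means was kept, at 98.6 min for Gdpd3 and 26.5 min for Fbxo5. Gdpd3 was below the median of its arrays at 0 min and so was not among the expressed probe sets as defined here.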

Example half lives for two mRNAs, *Gdpd3* and *Fbxo5*, are shown in Figure 1A. In order to identify genes with reliable half life estimates we required that the decay had a good fit (p<0.05) to the exponential curve, and the range of the confidence intervals (95%) for a calculated half life be less than twice the half life. Furthermore, we required that these criteria be met for at least two of the three replicates. In this way we were able to generate reliable half lives for 7398 mRNAs (Dataset S1). 

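With the same criteria, 1400 of the 12544 expressed probe sets (11.2%) had a reliable half-life. Of these, 1298 had a single gene symbol, and they covered 1242 genes. The criteria were met in all 3 replicates by 208 probe sets. The shortest mean half-life was that of Myc, a transcription factor that drives proliferation, and the longest was 7.03 hr. A mean half-life under 1 hr was found for 46 probe sets and one over 5 hr for 22.
Reliable fits were unevenly spread over the time courses, at 4.37% of expressed probe sets in replicate 1, 24.3% in replicate 2 and 22.3% in replicate 3. The p of the fit was under the threshold in at least 2 replicates for 4123 probe sets, so the width of the confidence interval removed most of the candidates. The number moved with the data entered. It was 1173 without replicate 1, 360 without replicate 2 and 283 without replicate 3. These counts can only be lower, since both remaining replicates then had to meet the criteria. The number was 279 without the 0 min arrays, 551 without the 230 min arrays and 662 without the 110 min arrays. It was 832 without the 110 min array of replicate 1 and the 230 min array of replicate 2.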

The median half life of these transcripts was ∼2.9 hr with 80% of the transcripts decaying with half lives of between 1.6 and 5.0 hrs (Figure 1B). 

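The median half-life of the 1400 reliable probe sets was 2.20 hr, and the 10th and 90th percentiles were 1.33 and 3.75 hr. Taken over the same probe sets in single time courses, the median was 1.78 hr in replicate 1, 2.20 hr in replicate 2 and 2.56 hr in replicate 3, an SD of 0.393 hr (n = 3). The SD between time courses was 0.267 hr for the 10th percentile and 0.789 hr for the 90th (n = 3 each). For a single probe set the median coefficient of variation between replicates was 21.9%.
The 10 shortest half-lives that were reliable in all 3 replicates were those of Fbxo5, Ccn1, Errfi1, Ppp1r10, Ifrd1, Hlx, Rpp38, Wee1, Msl2 and Dusp4. Ccn1, a secreted matricellular protein induced by growth factors, had 32.8 ± 5.38 min, Errfi1, an inhibitor of the EGF receptor, had 39.2 ± 7.62 min, and Ifrd1, a regulator of transcription, had 42.1 ± 2.84 min (SD, n = 3 time courses for each). Dusp4, a phosphatase that inactivates MAP kinases, had 50.2 ± 10.0 min (SD, n = 3). The longest that were reliable in all 3 were Cep19 (4.45 ± 1.76 hr), a centrosomal protein, Gtpbp2 (3.38 ± 1.12 hr), a GTP-binding protein, and Mpg (3.27 ± 0.611 hr), a DNA repair glycosylase (SD, n = 3 for each).
The percentiles depended on which time courses and which scale were used. The 90th percentile was 2.47 hr without replicate 2 and 2.29 hr without replicate 3, and the median was 3.59 hr with each array divided by its 75th percentile and 0.62 hr with a constant floor in the curve.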

Overall, we find that the half lives we calculated fall within the reported range for mRNAs whose decay in C2C12 cells has been investigated by others. For example, *Myod* mRNA has a half life of ∼93min from our analysis which is consistent with the ∼90 min half life reported [14] and *Igf1* mRNA has a half life of ∼6 hrs similar to that seen previously [23].

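Myod1 encodes MyoD, the transcription factor that commits cells to the muscle lineage. Its probe set (10553256) fell from 27.3 ± 2.74 (SD, n = 3 arrays, ratio to the 5th percentile) at 0 min to 8.96 ± 1.54 (SD, n = 3) at 110 min and 4.84 ± 1.80 (SD, n = 3) at 230 min. The half-lives were 81.6, 85.3 and 107 min in replicates 1, 2 and 3, a mean of 91.4 ± 13.8 min (SD, n = 3 time courses). Only the fit in replicate 3 met both criteria, with a 95% confidence interval from 64.8 to 195 min. In replicate 1 the interval, from 33.0 to 253 min, was too wide.
Igf1 encodes insulin-like growth factor 1, which promotes growth and differentiation of muscle. Its probe set (10365559) was at 1.96 ± 0.105 (SD, n = 3 arrays) at 0 min and 1.36 ± 0.0450 (SD, n = 3) at 230 min, below the median of the arrays at the start. The mean half-life was 7.45 ± 0.277 hr (SD, n = 3 time courses), and no replicate met both criteria. The mean for Igf1 was longer than that for Myod1 by more than the SD of either. This order and the value for Igf1 rest on how the background is treated. With a constant floor in the curve Igf1 had 71.7 min and Myod1 105 min. With the 5th percentile subtracted and results under 1 set to 1, Igf1 had 73.4 hr. Igf1 lay near that limit, so this last value does not show what subtraction alone would give.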

**Figure 1:**
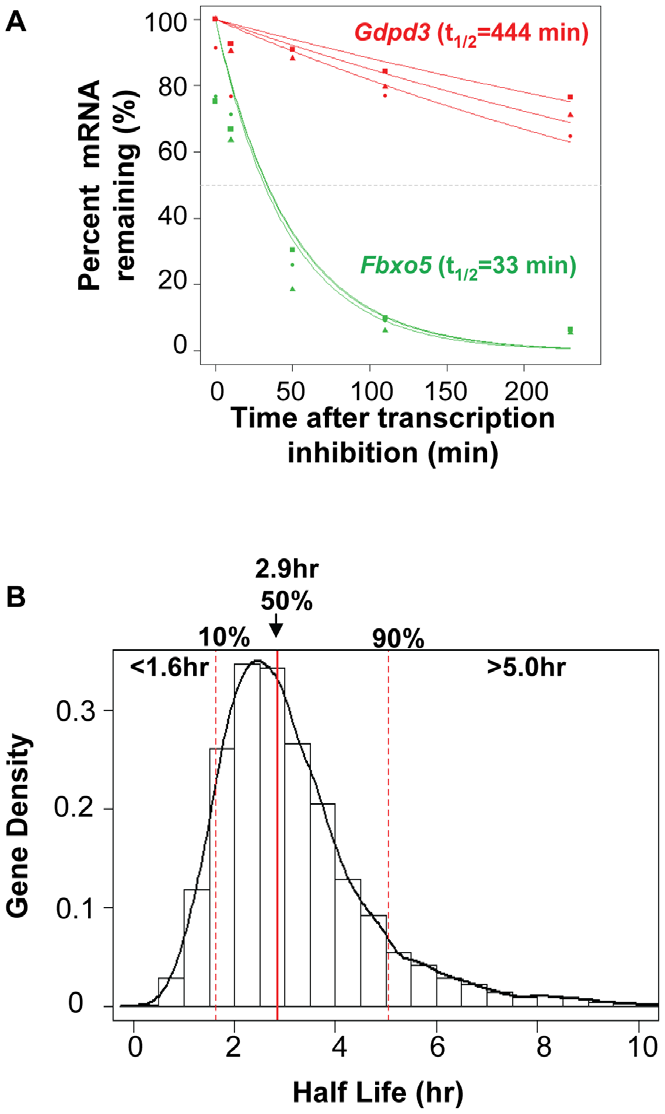
Analysis of mRNA decay rate in C2C12 cells. (**A**) Examples of mRNA decay curves were derived by the nonlinear least squares method for a long and a short half life mRNA (see Materials and Methods for details). (**B**) Distribution of mRNA half lives (see Dataset S1 for the complete list). The 10^th^-percentile and 90^th^-percentile values (indicated by red dotted lines) were used to select mRNAs with short and long half lives, respectively. The median value (2.9 hr) is indicated by a red line.

### Functional analysis of unstable and stable transcripts

To identify gene functional groups with significantly biased half lives, we examined Gene Ontology (GO) terms for the most and least stable 10% of mRNAs. This revealed that the most unstable mRNAs expressed in myoblasts tend to encode factors with roles in cell cycle, regulation of transcription, establishment and maintenance of chromatin architecture and RNA processing (Table 1). In contrast, the most stable fraction of mRNAs is enriched for transcripts encoding factors involved in ion transport and lipid metabolism (Table 1).

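Transcripts for cell cycle proteins, transcription factors and chromatin regulators had steeper median slopes than other transcripts, a shift that passed the threshold in camera at a preset correlation between genes and did not with an estimated correlation (adjusted p = 0.58 for each). In lists of genes written by hand, the median slope in the limma trend was -0.34 log2 per hr over 60 expressed genes of the cell cycle, -0.42 over 55 transcription factors and -0.37 over 52 chromatin regulators, against -0.26 over all other genes in each comparison. These lists were written after the first part of Dataset S1, with the paper's shortest half-lives from these arrays, had been seen. Their direction is therefore not independent of the paper's. Each of these 60, 55 and 52 genes fell over time, among all genes and adjusted over the list alone. With arrays divided by their 75th percentile the counts were 25 fallen and 13 risen for the cell cycle, 30 and 9 for transcription factors, and 26 and 8 for chromatin regulators. Relative to other genes the lists stayed lower under both other scalings, but this follows by construction. Dividing an array by a single value moves every slope by the same amount, so the gap was not tested. For the transcription factors, for example, the median slope was -0.23 against -0.08 with arrays divided by their median, and -0.10 against 0.06 with arrays divided by their 75th percentile. Over 55 mRNA processing factors the median slope was -0.27; 54 of them fell and 1 did not pass the test, with the same counts when adjusted over the list alone, and 12 fell and 25 rose with arrays divided by their 75th percentile.
Among cell cycle genes, the kinase Wee1, which delays entry into mitosis, had a half-life of 48.3 ± 6.40 min and the cyclin Ccnf 52.6 ± 6.30 min (SD, n = 3 time courses for each). At the other end Mki67, the proliferation marker Ki-67, had 2.68 ± 0.129 hr (SD, n = 3). Of the transcription factors, Irf1 had 42.5 ± 6.74 min, Foxc2 46.6 ± 10.0 min and Hlx 46.6 ± 5.50 min (SD, n = 3 for each), which lay within their SDs of each other, while Zeb2 had 2.80 ± 1.10 hr (SD, n = 3). Chromatin regulators ran from Arid5b at 62.7 ± 10.9 min to the DNA methyltransferase Dnmt3a at 4.11 ± 1.22 hr (SD, n = 3 for each). The splicing kinase Clk1 had 58.1 ± 18.1 min and the splicing factor Rbm5 85.9 ± 20.3 min (SD, n = 3 for each).
With camera on the trend, at the preset correlation of 0.01, the shift against other genes had an adjusted p of 2.0e-06 for the cell cycle, 1.8e-10 for transcription factors, 5.1e-07 for chromatin regulators and 0.36 for mRNA processing factors. None of these lists passed with the estimated correlation, which ran from 0.68 to 0.77. With arrays divided by their 75th percentile it ran from 0.06 to 0.19, and again none passed (camera adjusted p from 0.085 to 0.78). The estimate thus depended on the scaling, so these failures do not show regulation shared within a list. Without the filter on level the mRNA processing factors passed at the preset correlation (camera adjusted p = 0.00098) and did not with an estimated correlation (adjusted p = 0.95). The same 55 genes were tested there, with the same median slope. Only that of other genes changed, from -0.26 to -0.155. In Fisher's exact test between the 125 shortest and the 125 longest half-lives, 7 cell cycle genes were among the short and 0 among the long (adjusted p = 0.093 over 13 lists). For transcription factors 4 were short and 0 long (Fisher's exact test, adjusted p = 0.32), for mRNA processing factors 2 and 0 (adjusted p = 0.92), and for chromatin regulators 1 and 1 (adjusted p = 1.0). The mRNA processing factors had only 6 reliable half-lives, too few for this test to pass. The paper reached its groups from Gene Ontology terms, compared between its most and least stable transcripts by Fisher's exact test. Those terms were not used here.

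**Figure D2:**
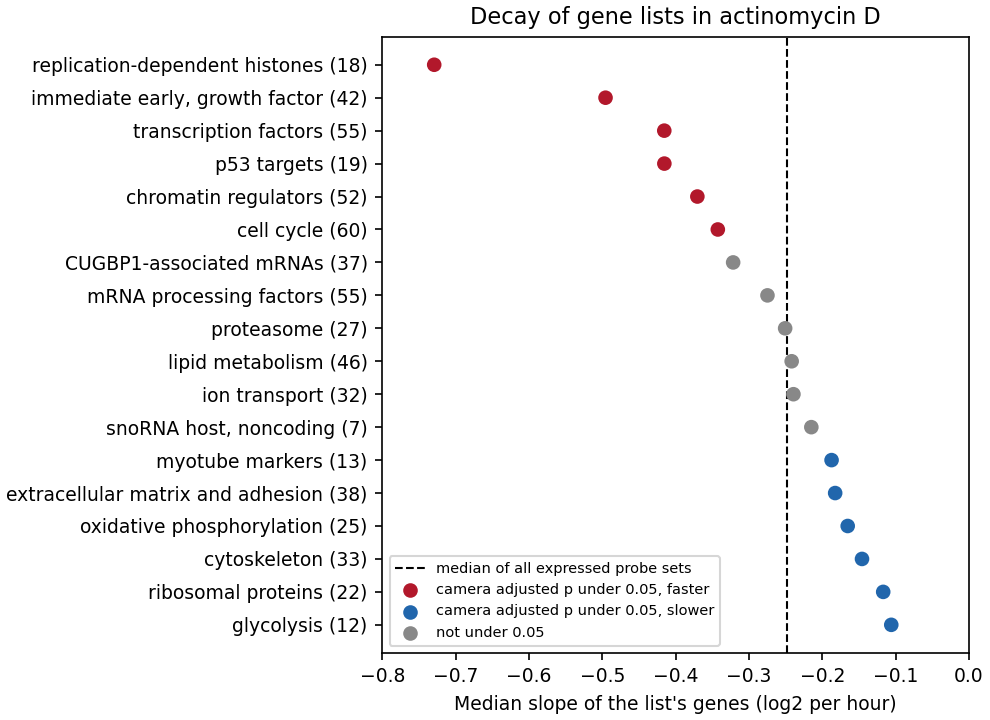
Median slope of log2 level against time, in log2 per hour, for the expressed genes of each list (number of genes in parentheses). Red points decayed faster and blue points slower than other genes at a camera adjusted p under 0.05 with the preset correlation, grey points did not pass, and the dashed line is the median of all expressed probe sets; with an estimated correlation no list passed. With arrays divided by their 75th percentile, the lists that are not red had positive median slopes, apart from the CUGBP1-associated mRNAs.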

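Transcripts for ion transport and lipid metabolism were not separated from other transcripts in the trend. The median slope was -0.24 log2 per hr over 32 expressed genes of ion transport and -0.24 over 46 of lipid metabolism. Of the ion transport genes all 32 fell, and of the lipid genes 45 fell and 1 did not pass the test, with the same counts when adjusted over the list alone. With arrays divided by their 75th percentile, 2 ion transport genes fell and 18 rose, and 4 lipid genes fell and 23 rose. The shift against other genes was towards slower decay in both, with a camera adjusted p of 0.43 for ion transport and 0.34 for lipid metabolism.
Reliable half-lives were found for few of these genes. In ion transport there were 2, the phosphate transporter Slc20a1 at 1.69 ± 0.269 hr and the chloride channel Clcn3 at 3.35 ± 0.945 hr (SD, n = 3 time courses for each). In lipid metabolism there were 5, with a median of 3.40 hr. Sqle, an enzyme of cholesterol synthesis, had 1.48 ± 0.235 hr, Srebf1, a transcription factor of lipid synthesis, had 3.40 ± 0.423 hr, and Acsl4, which activates long-chain fatty acids, had 4.98 ± 1.55 hr (SD, n = 3 for each). Of these 5 genes, 0 were among the 125 shortest and 2 among the 125 longest half-lives (Fisher's exact test, adjusted p = 0.92). For ion transport both counts were 0. With 5 and 2 genes this test could not pass, so it decides nothing for either list. Without the filter on level, which adds probe sets close to the background, the shifts of both lists reversed to faster decay. That of the lipid list passed at the preset correlation (camera adjusted p = 0.032) and did not with an estimated correlation (adjusted p = 0.95), and that of ion transport did not pass (camera adjusted p = 0.17).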

**Table 1:** Top ranked Gene Ontology (GO) terms associated with short or long half life mRNAs in C2C12 cells.

P-value^1^	GO ID, GO Term
**Short half life mRNAs**	
6.30E-07 (56,14)	GO:0007049,cell cycle
6.07E-06 (31,4)	GO:0006325,establishment or maintenance of chromatin architecture
1.19E-05 (55,17)	GO:0006366,transcription from RNA polymerase II promoter
3.49E-05 (51,16)	GO:0006357,regulation of transcription from RNA polymerase II promoter
6.51E-05 (31,6)	GO:0051276,chromosome organization
1.64E-04 (40,12)	GO:0009892,negative regulation of metabolic process
1.64E-04 (40,12)	GO:0031324,negative regulation of cellular metabolic process
2.78E-04 (16,1)	GO:0016071,mRNA metabolic process
3.39E-04 (35,10)	GO:0010629,negative regulation of gene expression
3.39E-04 (35,10)	GO:0045934,negative regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process
4.00E-04 (38,12)	GO:0010605,negative regulation of macromolecule metabolic process
4.08E-04 (18,2)	GO:0048534,hemopoietic or lymphoid organ development
4.83E-04 (29,7)	GO:0045892,negative regulation of transcription, DNA-dependent
4.83E-04 (29,7)	GO:0051253,negative regulation of RNA metabolic process
4.96E-04 (20,3)	GO:0006396,RNA processing
5.56E-04 (24,5)	GO:0000122,negative regulation of transcription from RNA polymerase II promoter
5.56E-04 (24,5)	GO:0000278,mitotic cell cycle
7.39E-04 (17,2)	GO:0006333,chromatin assembly or disassembly
8.45E-04 (33,10)	GO:0016481,negative regulation of transcription
9.87E-04 (14,1)	GO:0006397,mRNA processing
**Long half life mRNAs**	
1.63E-08 (36,4)	GO:0006811,ion transport
1.45E-04 (12,0)	GO:0006820,anion transport
1.63E-04 (20,3)	GO:0006812,cation transport
3.06E-04 (11,0)	GO:0015698,inorganic anion transport
1.35E-03 (9,0)	GO:0015674,di-, tri-valent inorganic cation transport
2.82E-03 (8,0)	GO:0006816,calcium ion transport
2.82E-03 (8,0)	GO:0006817,phosphate transport
2.82E-03 (8,0)	GO:0006887,exocytosis
3.11E-03 (17,4)	GO:0007610,behavior
3.11E-03 (17,4)	GO:0044255,cellular lipid metabolic process
3.17E-03 (15,3)	GO:0030001,metal ion transport
4.68E-03 (10,1)	GO:0006836,neurotransmitter transport
4.68E-03 (10,1)	GO:0007268,synaptic transmission
4.68E-03 (10,1)	GO:0008610,lipid biosynthetic process
5.49E-03 (12,2)	GO:0007626,locomotory behavior
5.90E-03 (7,0)	GO:0006631,fatty acid metabolic process
9.08E-03 (15,4)	GO:0046903,secretion
9.82E-03 (13,3)	GO:0019226,transmission of nerve impulse
9.82E-03 (13,3)	GO:0032940,secretion by cell
1.23E-02 (6,0)	GO:0007601,visual perception

1 P-values were derived from Fisher's exact test, which indicates significance of enrichment of GO terms associated with short half life mRNAs (bottom 10% of all) compared with long half life ones (top 10% of all). The numbers in parenthesis are numbers of mRNAs associated a given GO term in the short and long half-life groups, respectively. Top 20 ranked GO entries are shown for each group.

### GU-rich and AU-rich elements are over-represented in the 3′UTRs of unstable mRNAs

We wished to determine whether specific sequence elements are over-represented in stable versus unstable mRNAs. Using the most (t_1/2_>5.0hr) and least (t_1/2_<1.6 hr) stable 10% of transcripts, we examined the 3′UTRs for hexamers that were over-represented in one set as compared to the other. The scores for each possible hexamer are shown in Table S1. The rationale for using hexamers is that many RNA elements are short sequences around six nucleotides [24] and previous studies have shown good selectivity and sensitivity in using hexamers for identifying RNA elements [25], [26]. As shown in Figure 2A, we found that top ranked hexamers include U-rich (>3 consecutive Us), GU-rich, termed GREs, (which contain UGU flanked by Us, UGUG, or GUGU), and AU rich elements or AREs (which contain AUUUA). We then selected all significant hexamers (P<0.01) and grouped them to build consensus *cis*-element motifs and sequence logos (Figure S1). The *cis*-elements enriched in unstable RNAs were termed Destabilizing Elements (DEs; Fig 2B). Notably, *cis*- elements corresponding to GREs (DE3–6) are far more significant than those corresponding to AREs (DE1 and DE2), both in terms of number of significant hexamers and their P-values.

**Figure 2:**
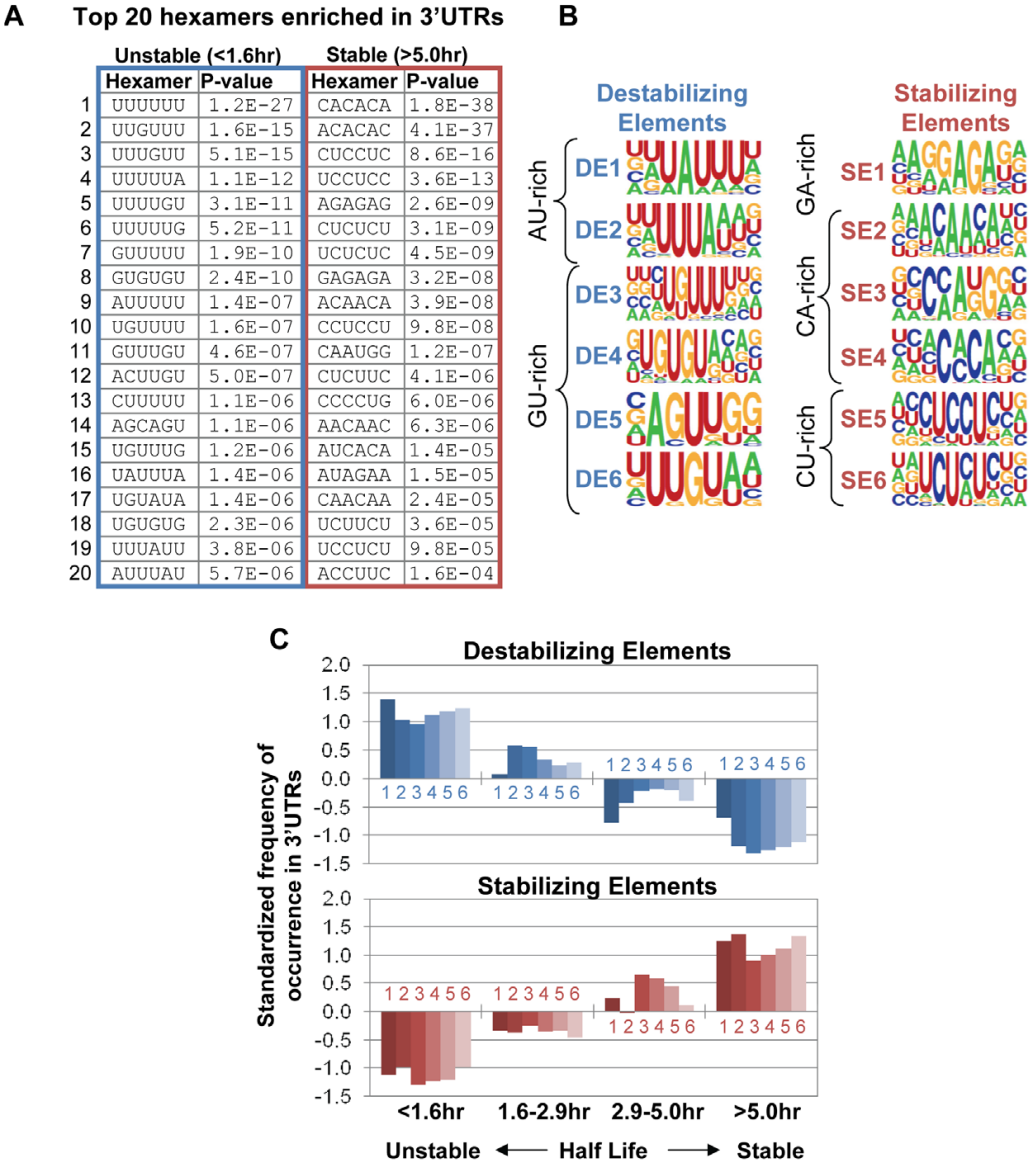
Destabilizing and stabilizing elements in 3′UTRs have combinatorial effects on mRNA stability. (**A**) Top 20 ranked hexamers significantly enriched in the 3′UTRs of mRNAs with short and long half-lives. *P*-values were derived from Fisher's exact test. (**B**) Destabilizing and stabilizing elements (DEs and SEs) were derived by grouping significant hexamers (see Figure S1), and presented as sequence logos. (**C**) DEs and SEs have different frequencies of occurrence in 3′UTRs of mRNAs with different half-lives. mRNAs were divided into 4 groups based on their half life (shown in Figure 1B), i.e. 0–10%, 10–50%, 50–90%, and 90–100%. For each element, the frequencies of occurrence were standardized across the 4 groups by calculating (x-mean)/sd, where x is frequency of occurrence for an element in a group, and mean and sd are mean and standard deviation of frequencies of occurrence for the element in all groups.

### GA-, CA- and CU-rich elements are enriched in the 3′UTRs of stable mRNAs

The converse analysis revealed that specific sequence elements (Stabilizing Elements, SEs) are also over-represented in the most stable mRNAs (Figures 2A and B). The major elements we identified in the stable mRNAs are GA-rich (SE1), CA-rich (SE2–4) or CU-rich (SE5 and 6). Interestingly, elements related to each of these have been shown previously to have stabilizing effects for individual genes: a GA-rich element has been implicated in stabilizing the elastin mRNA [27], CA repeats bind to hnRNP L and confer resistance to decay [28] and CU-rich and pyrimidine-rich elements interact with HuR or αCP complexes to stabilize mRNAs [29], [30]. To the best of our knowledge, our analysis is the first to establish a stabilizing function for such elements by a systematic approach.

### *Cis*-acting elements act combinatorially to determine mRNA decay rates

Next we examined distributions of each DE and SE in different groups of mRNAs with respect to half life. As we would predict, DEs predominate in unstable mRNAs and SEs in stable mRNAs (Figure 2C). However, a gradual change of occurrence can be discerned for all DEs and SEs as mRNA half lives increase. This result suggests that the overall half life of a given mRNA is combinatorially determined by both DEs and SEs. To further explore this notion, we applied a linear regression model, in which each element was considered as a variable in determining the half life of the mRNA. We built position-specific scoring matrices (PSSM) for all the DEs and SEs and used them to scan mRNA sequences. For completeness, we also scanned 5′UTRs and coding sequences (CDS). Each element received a score for a given region, based on match with the consensus sequence. As shown in Table S2, we found that certain *cis*-elements make larger contributions to the overall mRNA decay rate than others. When located in the 3′UTR ARE (DE2), GRE (DE3), and CA-rich (SE2) sequences are most significant in determining mRNA half life in C2C12 cells. While none of the elements appear to play a role when located in CDS, some, such as DE3 (GRE), and SE4 (CA-rich), may contribute to mRNA decay rate when in the 5′UTR. Importantly, the roles of all significant elements in determination of mRNA half life based on the linear model are in good agreement with our hexamer analysis, i.e. DEs are destabilizing elements and SEs are stabilizing elements. In addition, using this linear model we found that the lengths of 5′UTR and CDS do not significantly influence mRNA decay rates, and the size of 3′UTR is only marginally significant, suggesting specific elements rather than sequence length determine mRNA half life in C2C12 cells.

### *Cis*-element contributions vary between cell types

To examine whether regulation of mRNA decay rate is cell-specific, we compared our half lives to those generated in a recent analysis of mRNA decay rates in mouse pluripotent and differentiating mouse ES cells [10]. Interestingly, although there is a good overall correlation between the data sets (Figure 3A) there are many mRNAs that exhibit differential decay rates between C2C12 cells and ES cells under the three conditions tested: pluripotent (+Leukemia Inhibitory Factor, LIF), differentiating in the absence of LIF, and differentiating in the presence of retinoic acid (RA) (Figure 3B). It is important to note that this difference is not purely due to technical differences, as the half life discrepancies vary between the three ES cell conditions when each is compared to C2C12 (Figure S2A). Using GO analysis, we found that some gene functional groups are more stable in some cell types than others (Figure S2B). For example, mRNAs associated with ‘translation’ are more stable in pluripotent ES cells than other cell types while those linked with ‘biological adhesion’ have the opposite trend.

**Figure 3:**
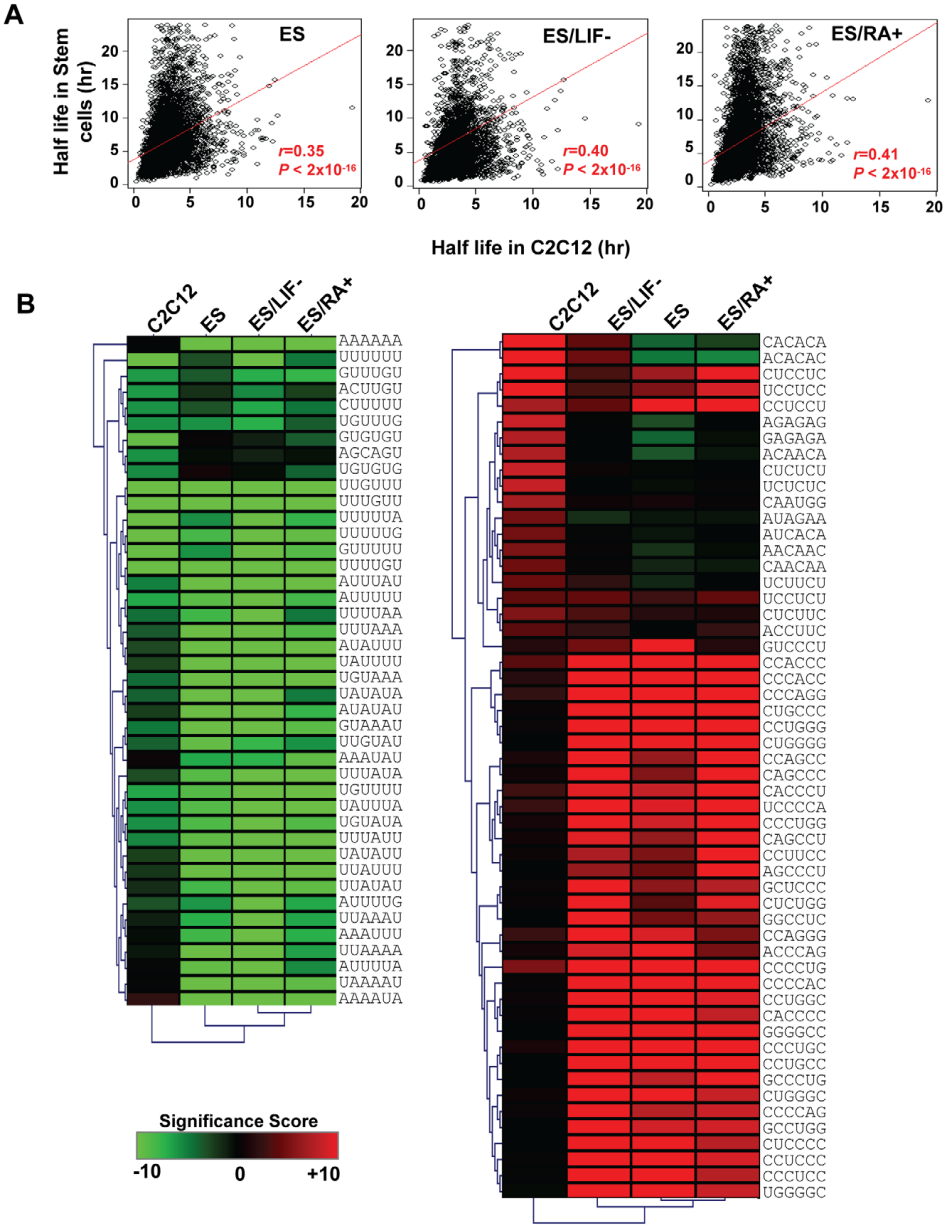
mRNA decay is influenced by different elements in different cell types. (**A**) Scatter plots comparing mRNA half lives in C2C12 with those in pluripotent and differentiating embryonic stem (ES) cells [10]. ES/LIF− and ES/RA+ represent ES cells differentiated by withdrawal of Leukemia Inhibitory Factor (LIF) and addition of Retinoic Acid (RA), respectively. Pearson correlation coefficient (*r*) and *P*-value for linear regression are shown for each plot. (**B**) Heat maps showing significance of hexamers associated with mRNAs with short (left panel) and long (right panel) half lives in C2C12, ES, ES/LIF−, and ES/RA+. Top 20 ranked hexamers for each cell type were selected and combined to illustrate variable significance in different cells. Each hexamer has a Significance Score (SS). SS = −log(*P*-value)*s, where *P*-value was derived from Fisher's exact test, and s = 1 if the hexamer is significantly associated with mRNAs with short half life, and  = −1 otherwise. SS are shown in the heat map with color according to the scale shown in the figure. Hexamers were clustered (Euclidean distance and average linkage) for easy visualization.

We next examined whether specific *cis*-elements impact mRNA half lives more in certain cell types. We applied the same method used for C2C12 cells to the ES cell data. As shown in Figure 3B, while some elements are equally significant in different cell types, some have dramatic differences. Scores for all hexamers are shown in Table S1. Most notable are UGUGUG and GUGUGU which are highly significant in unstable mRNAs in C2C12 but not in other cells, and several general AU rich elements (not AUUUA) are highly significant in ES and differentiating ES cells but not in C2C12. Differences can also be discerned for stabilizing elements (Figure 3B right panel). Thus we conclude *cis*-elements are utilized differently in different cells.

### CUGBP1 associates with GRE-containing mRNAs in myoblasts

The results of our half life analysis indicated that labile mRNAs in myoblasts are more likely to contain GREs. These elements are known to recruit the RNA-binding protein CUGBP1 in T-cells and in other systems [21], [31]. It was therefore of interest to determine whether the labile GRE-containing transcripts in muscle might be targets of CUGBP1. In order to isolate mRNAs associated with CUGBP1 we prepared cytoplasmic lysates from C2C12 myoblasts and used a monoclonal anti-CUGBP1 antibody to immunoprecipitate the protein along with any associated mRNAs. Normal mouse IgG was used as a negative control. We then isolated RNA from both the CUGBP1 and control immunoprecipitates and determined whether specific GRE-containing, unstable transcripts were present by RT-PCR. We also looked for unstable transcripts that did not contain GREs, and for long-lived transcripts. 

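The transcripts of Jun, Smad7 and Rnd3 all fell in actinomycin D. Jun, a component of the AP-1 transcription factor, fell from 22.0 ± 4.49 (SD, n = 3 arrays, ratio to the 5th percentile) at 0 min to 4.61 ± 1.56 (SD, n = 3) at 110 min. Its half-life was 54.9 ± 23.4 min (SD, n = 3 time courses), with 28.0 min in replicate 1 and 66.7 and 70.1 min in replicates 2 and 3, and it was reliable in 1 of 3. Smad7, an inhibitor of TGF-β signaling, started at 7.17 ± 0.863 (SD, n = 3 arrays) and was at 2.13 ± 0.298 (SD, n = 3) at 110 min. Its half-life was 80.4 ± 29.4 min (SD, n = 3 time courses) and was reliable in 0 of 3. Rnd3, a small GTPase that loosens the actin cytoskeleton, went from 14.2 ± 3.47 to 2.63 ± 0.687 (SD, n = 3 arrays) over the same time. It had a half-life of 50.9 ± 16.7 min (SD, n = 3 time courses), reliable in all 3. Within the time courses Smad7 had the longer half-life than Rnd3 in 3 of 3, at 67.2 against 33.0, 59.9 against 53.5 and 114 against 66.0 min. Jun was shorter than Smad7 in 2 of 3 and longer than Rnd3 in 2 of 3. With 3 time courses these orders were not tested. The value for Smad7 moved most with the method, to 290 min with arrays divided by their 75th percentile, 150 min with arrays divided by their median and 128 min with log-linear regression. With a constant floor in the curve Smad7 had the shortest mean of the 3, at 28.2 min against 34.3 min for Rnd3 and 34.9 min for Jun.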

As shown in Figure 4A, three GRE-containing mRNAs *Jun* (t_½_ = 43 min), *Smad7* (t_½_ = 61 min) and *Rnd3* (t_½_ = 34 min) were all enriched in the RNA pulled down with CUGBP1 compared with the control IgG. The *Jun* mRNA has been shown previously to interact with the *Xenopus* homolog of CUGBP1 (EDEN-BP; [32]) but the finding that CUGBP1 interacts with *Smad7* and *Rnd3* mRNAs is novel and quite intriguing as the proteins encoded by both these transcripts have been linked with the differentiation process in muscle [33], [34]. In contrast, the abundant and comparatively stable *Gapdh* mRNA was not present in either the control or CUGBP1 precipitated RNA samples. 

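Myc and Plk2 had the shortest reliable half-lives among the immediate early genes. Myc fell from 24.3 ± 9.74 (SD, n = 3 arrays, ratio to the 5th percentile) at 0 min to 6.11 ± 1.14 (SD, n = 3) at 50 min. Its half-lives were 19.9, 27.9 and 34.3 min in replicates 1, 2 and 3, a mean of 27.4 ± 7.25 min (SD, n = 3 time courses), and replicate 2 did not meet the criteria (95% confidence interval from 4.23 to 136 min). Plk2, a kinase of the polo family, fell from 27.8 ± 6.24 to 7.75 ± 1.61 (SD, n = 3 arrays) over the same time, and had a half-life of 30.7 ± 2.55 min (SD, n = 3 time courses) that was reliable in 2 of 3. The difference between the means of Myc and Plk2 was smaller than the SD for Myc. Both values rest on the form of the curve: log-linear regression gave 70.5 min for Myc and 63.6 min for Plk2. A constant floor gave 16.0 min for Myc and moved Plk2 less, to 26.5 min. Gapdh was not given a value, since no probe set had it as its single gene symbol.

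**Figure D3:**
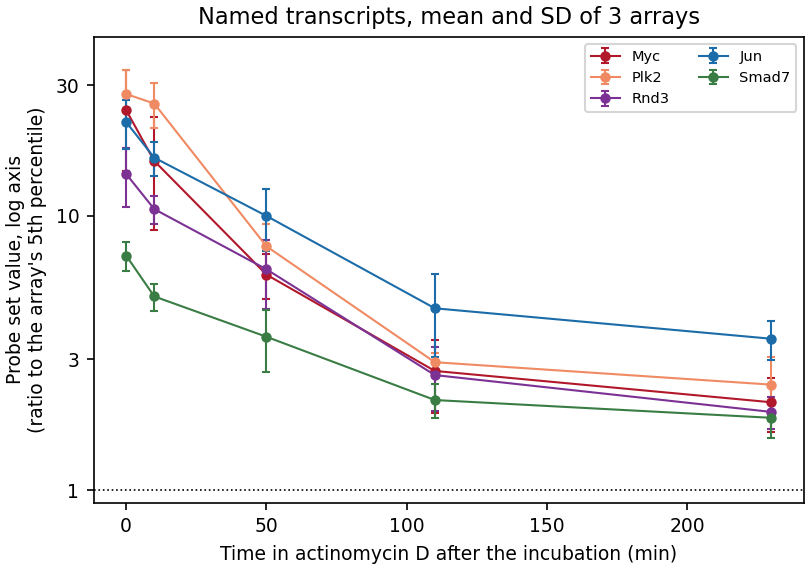
Mean and SD of 3 arrays at each time in actinomycin D (minutes) for Myc, Plk2, Rnd3, Jun and Smad7, as the ratio to the array's 5th percentile on a log axis; the dotted line marks 1. At 230 min Myc was at 2.09 and Plk2 at 2.43, while Jun was at 3.57.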

Finally, two transcripts with short half lives but lacking obvious GREs, *Myc* (t_½_ = 30 min) and *Plk2* (t_½_ = 34 min), also failed to show enrichment in the CUGBP1 immunoprecipitation (Figure 4A).

**Figure 4:**
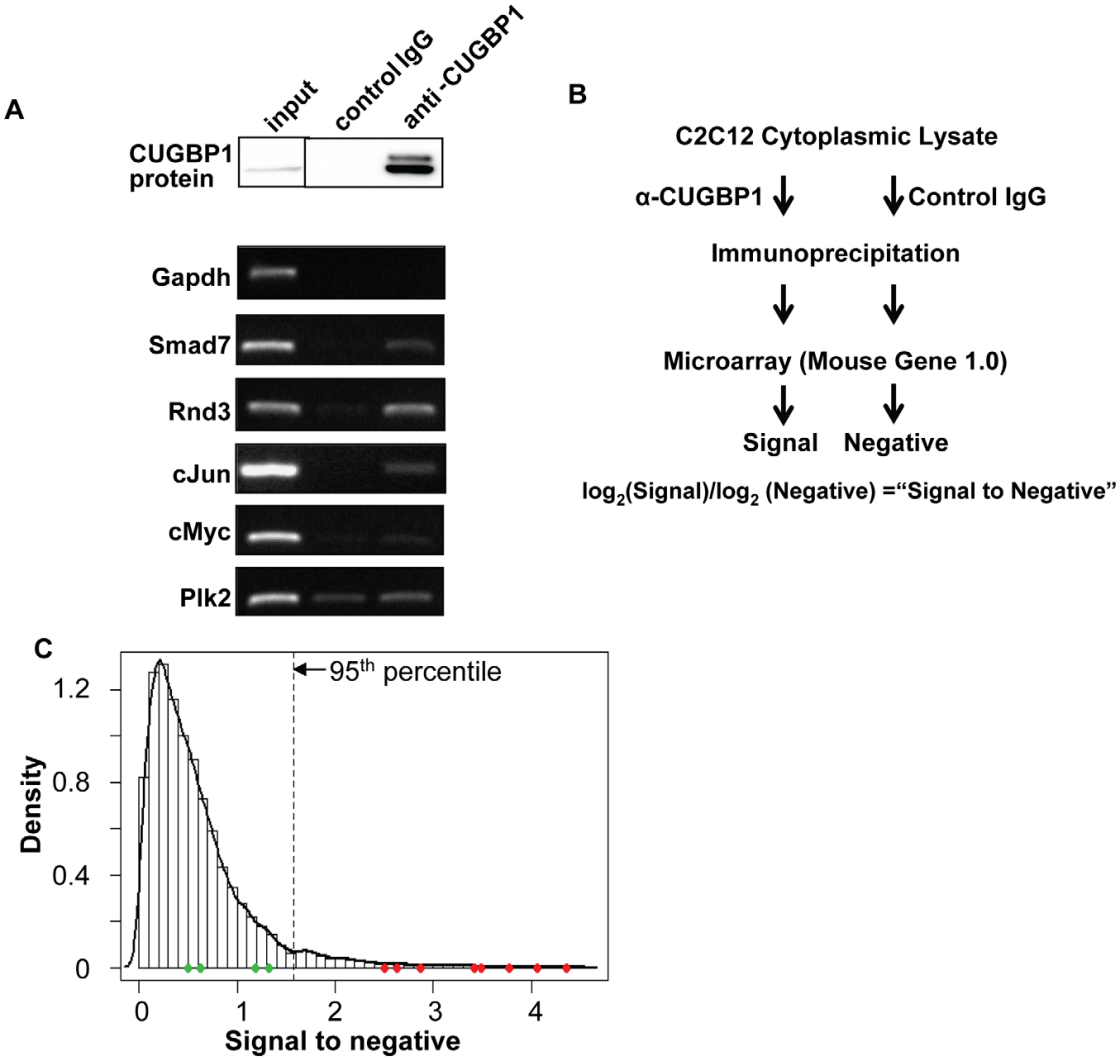
Identification of CUGBP1-associated mRNAs. (**A**) Western blot showing efficient immunoprecipitation of CUGBP1 from cytoplasmic extracts of C2C12 (LKO1) cells (upper panel). RT-PCR assays showing specific association of several transcripts with CUGBP1 immunoprecipitates. *Gapdh*, *cMyc* and *Plk2* are negative controls. (**B**) Schematic of ribonucleoprotein immunoprecipitation microarray (RIP-Chip) experiment. The signal-to-negative ratio is the mean of probe set values of immunoprecipitated samples (α-CUGBP1) to that of negative control samples (control IgG). (**C**) Distribution of signal-to-negative ratios (see Dataset S2 for the complete list). The 95^th^-percentile value (indicated in the graph) was used as the cut-off for mRNAs showing a positive association with CUGBP1. The ratios for transcripts assayed by RT-PCR in (A) and Figure S3 are shown as dots with red and green colors representing positive and negative immunoprecipitation, respectively.

### Global identification of mRNAs associated with CUGBP1

We were encouraged by the discovery that CUGBP1 associates with certain GRE-containing mRNAs in C2C12 cells and therefore wanted to identify the full complement of mRNAs bound. The same basic immunoprecipitation protocol was used but following isolation from the immunoprecipitate, the RNA samples from the control IgG and anti-CUGBP1 precipitate were utilized to prepare DNA probes for hybridization to Affymetrix Mouse Gene 1.0 arrays (RIP-Chip [35]). The data were normalized and a ratio of the signal in the CUGBP1 immunoprecipitated sample compared to the negative control sample was calculated for each mRNA (signal-to-negative; Dataset S2). The procedure is summarized in Figure 4B. Transcripts were ranked by ratio and the top 5% (881 mRNAs) were designated as being associated with CUGBP1. These mRNAs are enriched from 3 to 23 fold in the CUGBP1 immunoprecipitate as compared to the control. As seen in Figure 4C, the mRNAs identified above as being bound by CUGBP1 fell within this set (red dots), while those that did not bind fell outside (green dots). Moreover, many transcripts previously identified by others as substrates for EDEN-BP (the *Xenopus* homolog of CUGBP1) were also found in the CUGBP1 immunoprecipitate including *Lmo4*, *Jun*, *Npm1*, *Aurka*, *Aurkb*, *Wee1* and *Bub3* [22]. *Lmo4* has also been previously identified as a substrate of CUGBP1 in mammalian cells [36]. The association of several additional transcripts with CUGBP1 was validated by RT-PCR (Figure S3).

Although CUGBP1 binds to pre-mRNAs to regulate splice site choice [37], we did not expect to see appreciable enrichment of these targets in our immunoprecipitate as at steady state pre-mRNA is generally a relatively small proportion of the total mRNA produced from each gene. In addition, we used cytoplasmic lysates which should not contain significant amounts of pre-mRNA. Thus, we expected the majority of CUGBP1 bound mRNAs to interact with CUGBP1 through their UTRs. As mRNA stability factors, including CUGBP1, predominantly interact with 3′UTRs we focused on these. By comparing the 3′UTR sequences of genes scoring in the top 5% of signal-to-negative ratios, we were able to discern a very significant enrichment of GU-rich hexamers in the immunoprecipitated mRNAs (Figure 5A and Table S1), including U-rich (≥3 consecutive Us), UGU flanked by Us, and UGUG/GUGU hexamers. These sequences closely resemble the binding site of CUGBP1 as characterized by SELEX and 3-hybrid analyses [31], [38]. Importantly, the GREs enriched in the CUGBP1 immunoprecipitate are also very similar to those enriched in the set of unstable mRNAs and include both UGUGU (DE4-like) and UUGUU (DE3-like) elements. Moreover, the association with short half life transcripts is clearly sequence specific as AREs were not over-represented in the CUGBP1-bound mRNAs.

**Figure 5:**
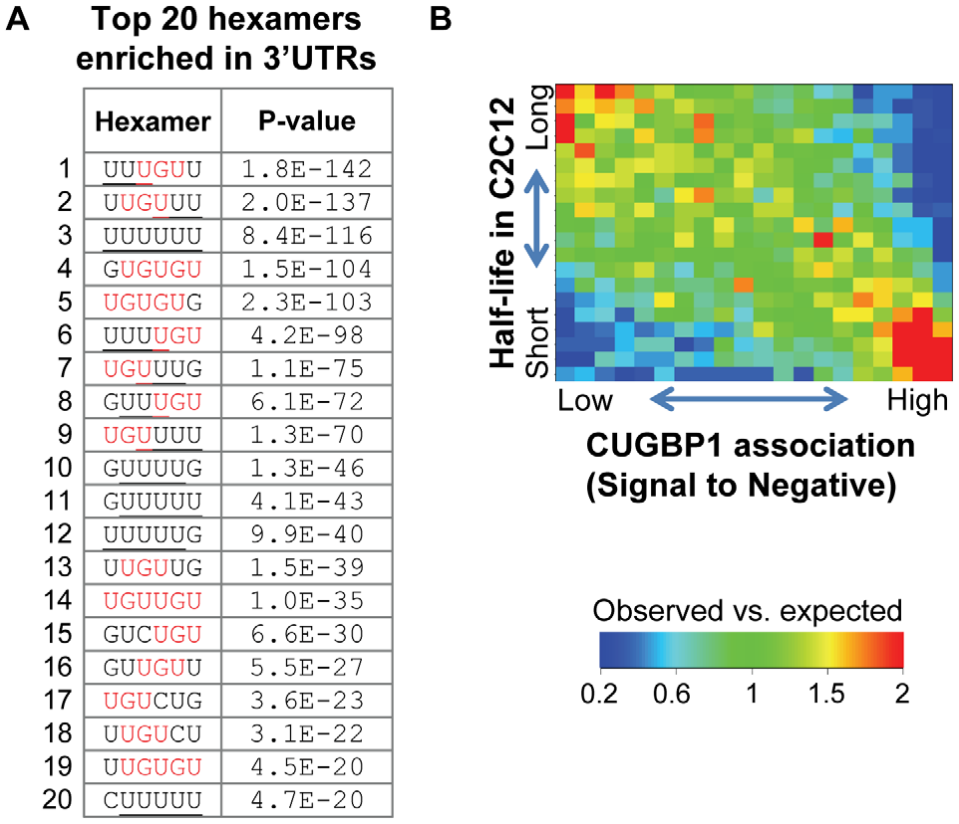
CUGBP1 bound mRNAs contain GREs in their 3′UTRs. (**A**) Top 20 ranked significant hexamers in the 3′UTRs of mRNAs with signal-to-negative ratios above 95^th^-percentile. P-values were derived from Fisher's exact test comparing frequency of occurrence in top 5% transcripts with that in other transcripts. Consecutive Us > = 3 are underlined, and UGU is shown in red. (**B**) Comparison of signal-to-negative ratios in the CUGBP1 RIP-Chip experiment with mRNA half lives in C2C12 cells. A gene density plot was used to show the relationship, in which mRNAs were evenly divided into 20 groups based on signal-to-negative ratio (x-axis) or half life (y-axis). The number of mRNAs in each cell of the 20×20 table (observed value, obs) was normalized to the mean of all cells (expected value). The ratios (observed/expected) are shown in a heat map according to the color scale shown in the figure. Red represents enrichment, and Blue for depletion.

### Functional analysis of CUGBP1-associated mRNAs

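Of the 42 genes that the paper names in its text in connection with CUGBP1, 37 were matched to an expressed probe set with a single symbol and 8 had a reliable half-life. The median of their log2 half-lives corresponded to 1.51 hr, against 2.22 hr for the other 1234 genes with a reliable half-life (two-sided permutation test, adjusted p = 0.047 over the 5 lists tested, of which 2 are reported). This call was lost with the 75th percentile as the level filter (permutation test, adjusted p = 0.053) and with log-linear regression (0.15). The permutation test also leaves out the correlation between genes. The plain median of the 8 was 1.58 hr. The 8 included the mitotic kinases Aurka (1.10 ± 0.140 hr) and Aurkb (2.33 ± 0.465 hr), the telomere proteins Pot1a (2.14 ± 0.483 hr) and Terf2 (2.06 ± 0.674 hr), the phosphatase regulator Ppp1r15b (1.08 ± 0.326 hr) and the prostaglandin synthase Ptgs2 (2.58 ± 0.689 hr; SD, n = 3 time courses for each). These genes were singled out by the study, which had half-lives from the same arrays, so they are not independent evidence of the direction.
Table S3 lists transcripts bound by CUGBP1 that other studies found with HuR. The 18 of these genes with a reliable half-life had a median, taken in the same way on the log2 scale, of 1.81 hr against 2.23 hr for the rest (permutation test, adjusted p = 0.12). Over the trend slopes of all expressed genes, the 123 genes of Table S3 had a median of -0.276 against -0.259 log2 per hr (permutation test, adjusted p = 0.15). On the same slopes, the genes named in the text had a lower median than other genes (-0.32 against -0.26 log2 per hr, permutation test, adjusted p = 0.009). That test leaves out the correlation between genes, and camera on the same slopes did not call the list (adjusted p = 0.083, and 0.86 with an estimated correlation). The camera call depended on the arrays and settings. At the preset correlation the list passed towards faster decay without replicate 3 (adjusted p = 0.0028), without the 230 min arrays (0.0030), from 230 against 0 min alone (0.014) and without the level filter (0.017). In the setting without the level filter the same 37 genes were tested, with the same median slope. Only that of other genes changed, from -0.26 to -0.155. Without the 110 min array of replicate 1 and the 230 min array of replicate 2 the camera p was far from the threshold (adjusted p = 0.84). The camera direction there turned towards slower decay, while the median slope of the list was still below that of other genes (-0.24 against -0.21). With an estimated correlation the list passed in none of these settings (adjusted p from 0.70 to 0.99). The call on half-lives was lost with the 75th percentile as the level filter, although the difference in log2 half-life was larger there (-0.69 over 7 genes, permutation test, adjusted p = 0.053, against -0.56 over the 8). With log-linear regression the difference was smaller (-0.29 over 11 genes, permutation test, adjusted p = 0.15). The signal-to-negative ratios of Dataset S2 were held only in part and entered no test.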

Consistent with the observation that labile mRNAs were more likely to have GREs in their 3′UTRs, we found that CUGBP1 associated mRNAs generally had shorter half lives than those that were not immunoprecipitated. This can be visualized in the gene density plot shown in Figure 5B. In this plot, red indicates enrichment of genes and blue indicates depletion of genes. Thus, high signal-to-negative ratios (association with CUGBP1) correlate with short half lives while low signal-to-negative ratios (no association with CUGBP1) correlate with long half lives. This fits well with our knowledge of the role of CUGBP1 as a facilitator of mRNA decay [7], [21]. In addition, the CUGBP1-associated mRNAs, like the set of labile mRNAs, encode factors involved with cell cycle, but mRNAs whose functions are associated with RNA processing, intracellular transport, and apoptosis are also over-represented (Table 2).

**Table 2:** Top ranked Gene Ontology (GO) terms associated with mRNAs immunoprecipitated with CUGBP1.

P-value^1^	GO ID, GO Term
5.60E-15	GO:0007049, cell cycle
5.07E-13	GO:0046907, intracellular transport
6.51E-13	GO:0008104, protein localization
1.11E-12	GO:0051641, cellular localization
7.98E-11	GO:0048522, positive regulation of cellular process
1.01E-10	GO:0048523, negative regulation of cellular process
1.46E-10	GO:0050793, regulation of developmental process
1.02E-09	GO:0006996, organelle organization
3.66E-09	GO:0009887, organ morphogenesis
7.94E-09	GO:0007242, intracellular signaling cascade
1.72E-08	GO:0006915, apoptosis
1.05E-07	GO:0000278, mitotic cell cycle
1.31E-07	GO:0009790, embryonic development
2.20E-07	GO:0006396, RNA processing
2.22E-07	GO:0016192, vesicle-mediated transport
4.20E-07	GO:0040007, growth
6.54E-07	GO:0065008, regulation of biological quality
1.64E-06	GO:0008283, cell proliferation
3.66E-06	GO:0000087, M phase of mitotic cell cycle
1.73E-05	GO:0000279, M phase

1 P-values were derived from Fisher's exact test, which indicates significance of enrichment of GO terms associated with top 5% of all mRNAs based on the signal-to-negative ratio. Top 20 ranked GO entries are shown.

### A subset of CUGBP1 targets are shared with HuR and/or Pum1

The sequence preferences of CUGBP1 overlap with those of HuR and Pum1 proteins, both of which are also able to bind to elements with a core UGU trinucleotide. The preferred binding site of HuR was recently defined as UUU(G/U)UUU [24] and that of Pum1 is UGUANAUA [39], [40]. We therefore compared the set of mRNAs that immunoprecipitated with CUGBP1 with similar sets generated for HuR ([41]) and Pum1 ([39], [40]). These data sets were generated using human cell lines under various conditions but we were nevertheless able to uncover significant overlap between them (Table S3). Indeed over 50 transcripts are bound by all three of these RNA-binding proteins. The transcripts shared by HuR and CUGBP1 are enriched in factors linked with cell cycle and post-transcriptional regulation of gene expression, while those shared by CUGBP1 and Pum1 are associated with cell proliferation (Table S4). Interestingly, CUGBP1 and HuR can be co-immunoprecipitated in an RNA-dependent manner, supporting the existence of mRNPs containing both CUGBP1 and HuR (data not shown). However, further work will be required to determine whether competition or co-association occurs during binding of these RBPs to individual transcripts.

### Depletion of CUGBP1 results in stabilization of target transcripts

Finally, given the strong evidence of CUGBP1 binding to GREs in short-lived mRNAs we wished to determine whether CUGBP1 directly influences mRNA decay rates. We utilized a previously described C2C12 line (CUGBP1 KD) in which CUGBP1 is stably knocked down through expression of an shRNA targeting the 3′UTR [15]. We examined changes in mRNA decay rates in the CUGBP1 KD cell line following inhibition of transcription with Actinomycin D. The abundance of transcripts of interest was quantified by qRT-PCR and normalized to *Gapdh* which does not decay significantly over the time course used. We chose to examine five transcripts that immunoprecipitated with CUGBP1 (*Ppp1r15b*, *Rnd3*, *Smad7*, *Myod1* and *Runx3*). Of these mRNAs, which were enriched between 4.4 and 13.7 fold in the CUGBP1 immunoprecipitate, the first four showed significant stabilization in the KD cell line while *Runx3* mRNA was not affected (Figure 6). Interestingly, examination of the 3′UTRs of these five transcripts reveals that all have strong matches to GREs. *Runx3* was the most stable mRNA we looked at (t_1/2_∼98min) and has extensive CU-rich and CA-rich elements in its 3′UTR that resemble those we identified as stabilizing elements. We suggest that these may over-ride any instability mediated by CUGBP1 under the conditions used here. We find it particularly exciting that CUGBP1 KD stabilizes the *Myod1* mRNA as this transcript which encodes a muscle specific transcription factor exhibits dramatic stabilization during myogenesis through association of the HuR protein.

**Figure 6:**
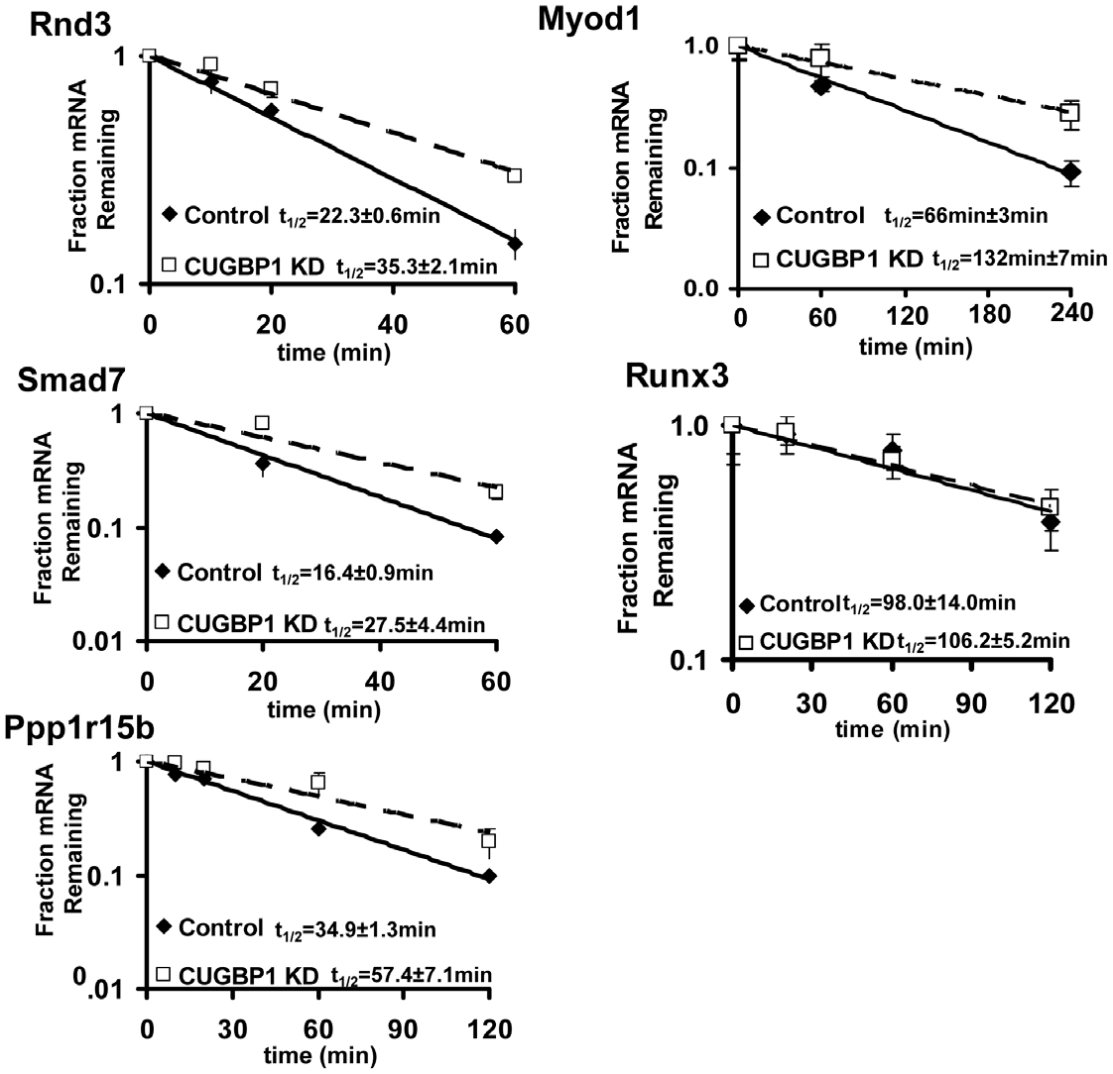
CUGBP1 bound mRNAs are stabilized in CUGBP1 knockdown cells. The decay rates of the indicated mRNAs were assessed in C2C12 (LKO1) and CUGBP1 KD cells by qRT-PCR following transcription inhibition with actinomycin D. Abundance of the mRNA of interest was normalized to *Gapdh* at each time point. Each half life was measured three times in each cell line. Representative results are depicted.

## Discussion

In this study we have determined decay rates for over 7,000 mRNAs in mouse C2C12 myoblasts. We identified GO terms associated with stable and unstable mRNAs and discovered specific 3′UTR sequence elements associated with instability (GREs and AREs) and with stability (CA, CU and GA-rich elements). Our analysis revealed that specific elements impact mRNA decay rates to different extents in C2C12 and ES cells. We also demonstrated that CUGBP1 associates with GRE-containing mRNAs in C2C12s and that some of these substrates are shared with Pum1 and/or HuR. Finally, knockdown of CUGBP1 results in stabilization of several GRE-containing mRNAs. These data demonstrate a clear role for CUGBP1 as an important regulator of mRNA decay in muscle cells.

### Cell-type specific regulation of mRNA decay rates

Comparison of our half lives to those generated by a similar approach in pluripotent and differentiating ES cells showed a good general correlation (Figure 3A), but some differences are evident. First, our median half life (2.9hr) is significantly shorter than those determined previously for ES cells (+LIF = 7.1 hr, −LIF = 5.5hr, +RA = 8.6hr [10]) and other cell types (HepG2>10hr [42], NIH3T3 = 4.6hr [4]). 

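The chance of a reliable half-life depended strongly on how fast a transcript decayed. The expressed probe sets with a negative slope were divided by slope into 5 groups of equal size. In the fastest group, with a median half-life from the trend of 2.30 hr, 37.0% had a reliable half-life. The shares were 11.9, 4.56 and 2.20% in the next groups, with medians of 3.23, 4.02 and 4.95 hr, and 0.36% in the slowest, with a median of 6.78 hr. Values were simulated for all 12544 probe sets with the median spread of these arrays, 0.24 log2. The criteria were met for 77.5% with a true half-life under 2 hr, 18.4% between 2 and 5 hr and 0.89% over 5 hr. Of 200 simulated transcripts without decay, 0 met them. A single spread does not carry the differences between probe sets or arrays, so these rates may not hold for the data. Among 12 expressed glycolytic genes only the hexokinase Hk2 had a reliable half-life, at 2.27 ± 0.631 hr (SD, n = 3 time courses).

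**Figure D4:**
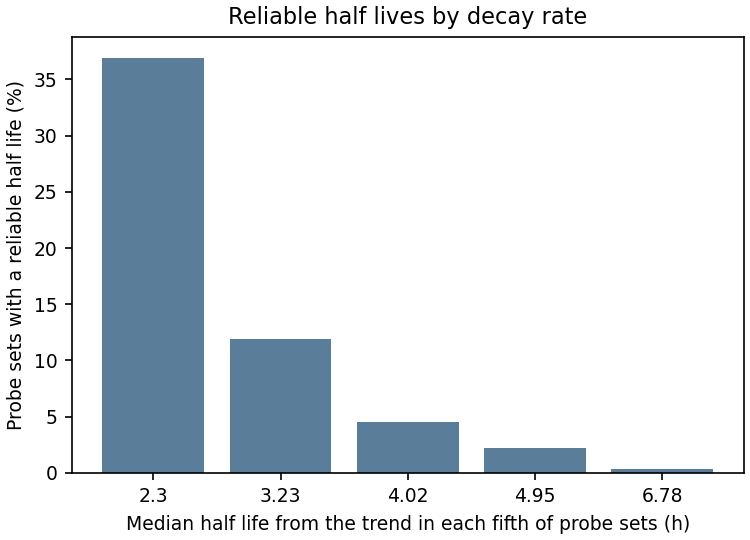
Percentage of expressed probe sets with a reliable half-life in each of the 5 groups by slope, labelled with the median half-life from the trend in hours. The bars fall from 37.0% in the fastest group to 0.36% in the slowest.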

Although this difference could be authentic, we designed our experiment to favor accurate determination of short half lives which may have resulted in longer half lives being under-represented as they were less likely to meet our stringent criteria. Similarly, the ES cell experiment [10] favored longer half lives as the first time point was taken at 1 hr, thus the median half lives in these cases may be an overestimate.

We were interested to note that the GO terms most significantly associated with instability vary between cell types. Although mRNAs encoding factors linked with transcription regulation are unstable in all cell types examined to date (Figure S2B) [10], [42], [43], cell cycle associated mRNAs are unstable in C2C12 and HepG2 [42], but not in ES cells [10], human B cells [43] or NIH3T3 fibroblasts [43]. Intriguingly, mRNAs encoding factors associated with RNA processing functions appear to be exclusively destabilized in C2C12s as this GO term is not significantly linked with instability in other cell types [10], [42], [43].

There are also clear differences in half life between cell types for certain sets of genes suggesting that changes in mRNA decay rates may make very significant contributions to coordination of gene expression during differentiation. For example, ES(−LIF) cells show elevated stability for mRNAs coding for proteins involved in urogenital system and skeletal development, while in ES (+RA) cells mRNAs encoding factors linked with “neurogenesis” and “localization of cell” are stabilized (Figure S2). Since removal of LIF induces endodermal differentiation [44] and addition of RA favors neuronal differentiation [45], these results are consistent with selective stabilization of mRNAs in certain functional groups to coordinate differentiation programs.

### Impact of GREs and AREs on mRNA stability is also cell-type specific

We discovered that in C2C12s, GU-rich and AU-rich elements are over-represented in the 3′UTRs of unstable transcripts. Global analyses of mRNA decay in several cell types have reproducibly linked AREs with instability [1], [10], [42]. However, our results suggest that the impact of GREs may vary in different cell types. For example, in primary human T-cells GREs of the type UGUUUGUUUGU (related to DE3) were enriched in short lived mRNAs, but other GREs such as UGUGU (DE4) were not identified [21]. In HepG2 and Bud8 cells, there was strong correlation of UUUUUUU with instability, exactly as we found in C2C12s, but no evidence for any impact of GREs on mRNA half life [42]. Finally, when we investigated the influence of our destabilizing elements on decay rates in ES cells, we found that both GREs and AREs correlate with instability in all three conditions but AREs (especially non-AUUUA type) seem to be more significant in ES cells and their derivatives than in C2C12s. Notably, DE4 type (UGUGU) elements impact decay more in C2C12s than in ES cells (Figure 3B). We conclude that certain elements likely contribute to regulating gene expression patterns in a cell type-specific manner. The fact that UGUGU elements impact mRNA decay in myoblasts more than other cell types could be due to muscle-specific mRNAs being more likely to contain these elements, and/or to a specific factor such as CUGBP1 being more active in myoblasts.

### CUGBP1 regulons

A close examination of the mRNAs pulled down in the RIP-Chip experiment (Dataset S2) reveals that there are classes of transcripts with linked roles in cellular metabolism whose expression may be coordinately controlled through CUGBP1 association. For example, mRNAs encoding three out of six protein subunits of the Signal Recognition Particle (*Srp54b*, *Srp68*, *Srp72*), which recognizes the signal peptide of membrane and secretory proteins and directs their translocation into the endoplasmic reticulum (ER) [46], are in the set of CUGBP1-bound transcripts. All three contain strong GREs in their 3′UTRs. Overall mRNAs encoding factors associated with the GO cellular component “endoplasmic reticulum” are significantly enriched in the set of immunoprecipitated transcripts (p = 2.34×10^−6^). In particular, several transcripts encoding factors required for later steps in entry and processing of proteins in the ER are also immunoprecipitated by CUGBP1 (e.g. Translocon components (*Tram1*,*Ssr1*) Signal peptidases (*Spcs2*, *Sppl3*), Oligosaccharyltransferase subunits (*Stt3a*, *Dad1 Krtcap2*) and Chaperones (*Calr*, *Canx*)). We therefore suggest that CUGBP1 may be an important regulator of ER homeostasis. In another putative RNA regulon, mRNAs encoding three components of the telomeric Shelterin Complex (*Terf1*, *Terf2*, *Pot1a*) [47] are also present in CUGBP1 immunoprecipitates.

### Networked regulation of RNA-binding proteins

A recent study of six RNA-binding proteins (AUF1, HuR(ElavL1), NF90, TIA-1, TIAR, and KSRP) found that each of these factors bound to its own mRNA and that each also regulated expression of one or more of the others [48]. We can now add CUGBP1 to this class of RNA-binding proteins that has the capacity to autoregulate, as we found CUGBP1 bound to its own mRNA. Moreover, we found CUGBP1 associates with the transcripts encoding a plethora of RNA-binding proteins including several splicing factors as well as PABPN1, PABPC4, HuR(ElavL1) and Pum1 (Dataset S2). This lends additional support to recent studies suggesting that a complex network of self and cross-regulation exists for RNA-binding proteins involved in post-transcriptional control [48].

### Competition and/or cooperation with other RBPs

Many of the transcripts we found associated with CUGBP1 have also been pulled down in RIP-Chip experiments performed in human cells using anti-HuR and/or anti-Pumilio (Pum1) antibodies [39]–[41] (Table S3). One question that arises is whether CUGBP1 and these other RNA-binding factors (both of which also regulate mRNA decay and translation) are binding at separate sites on the same transcript or competing for the same binding site. HuR has been shown to compete with another CELF family member, CUGBP2, for binding to the *Ptgs2(Cox2)* 3′UTR to regulate translation [49]. Similar competition could easily occur with CUGBP1, which is very homologous to CUGBP2, as *Ptgs2* mRNA was immunoprecipitated in our RIP-Chip. Competition between HuR and CUGBP1 for binding to RNA targets could be a relatively common event as there are clear similarities between the most recently defined U-rich binding preferences of HuR [24] and the CUGBP1 binding elements defined here and by others [31], [38]. In *Xenopus* embryos adjacent Pum1 and CUGBP1 binding sites are necessary to achieve spatially regulated translation of the xCR1 mRNA [50]. Pum1 binding sites may also overlap with CUGBP1 sites, as both proteins have preferences for U/purine rich sequences.

As CUGBP1 plays such an important role in muscle cells, we looked more closely at CUGBP1-associated transcripts that encode proteins implicated in the myogenesis process. Of note, *Myod1* [14], *Myog* [14], *Cdkn1a* [14], *Eif4e* [51], *Ccnd1* [52], and *Dusp1(Mkp1)* [53] mRNAs can all be recognized by both CUGBP1 and HuR and exhibit regulated decay and/or translation. Importantly, the first four of these mRNAs are significantly up-regulated during myogenic differentiation [51], [54]. Several other factors encoded by CUGBP1 bound mRNAs are also up-regulated during myogenesis, including *Eif4ebp1* [54], *CD9* [55], *Cdon* [56], *Igfbp5* [57], *Smad7* [33] and *Rnd3* [34]. In Figure 6, we have shown that *Myod1* mRNA is stabilized in C2C12 myoblasts following CUGBP1 knockdown. We are currently investigating whether CUGBP1 coordinates with HuR to achieve appropriate regulation of myogenic factors such as *Myod1* upon cell cycle withdrawal and myoblast fusion during differentiation.

### Muscle-specific regulation by CUGBP1

CUGBP1 function and expression are altered dramatically in Type I myotonic dystrophy (DM1) [58]–[60]. There is also evidence that CUGBP1 is sequestered in Oculopharyngeal Muscular Dystrophy [61] and Fragile-X-Associated Tremor/Ataxia Syndrome [62] and over-expressed in Spinal Bulbar Muscular Atrophy [63]. In DM1, there is a great deal of compelling evidence for aberrant splice site selection in several clinically relevant transcripts [64]–[67] but fewer studies have examined effects on mRNA stability or translation. We have recently shown that mRNA stability may indeed be affected in DM1. A CUGBP1 target transcript, the TNF mRNA, is stabilized under DM-like conditions due to impaired CUGBP1 function [15]. The results presented here suggest that effects on mRNA stability may be a significant contributor to pathogenesis in neuromuscular diseases.

## Materials and Methods

### Cell culture

C2C12 cells were obtained from ATCC (CRL-1772). The two cell lines used here were described previously [15] and are stable lines derived from CRL-1772 containing either an empty lentivirus vector (LKO1) or a vector encoding an shRNA against CUGBP1. These cell lines were cultured in DMEM with 10% FBS, 10 U/ml penicillin, 10 µg/ml streptomycin, and 1µg/ml puromycin. The cells were maintained below 70% confluency to prevent differentiation.

### mRNA half life sample collection and quality control

C2C12(LKO1) cells were grown to <70% confluency, transcription was inhibited by addition of Actinomycin-D (8µg/mL Sigma) for a period of 30 min. Cells were collected in Trizol™ (Invitrogen) at the indicated time points following the incubation and total RNA was prepared according to the manufacturers instructions. RNA concentration, purity, and quality were determined via Bioanalyzer (Agilent). Transcription shut-off was verified using 1µg of total RNA in qRT-PCR assays to measure half life of *Myod1* or *Myog* using *Gapdh* as a reference gene. For examination of changes in half life in CUGBP1 KD vs control(LKO1) cells, total RNA samples were collected from control and CUGBP1 KD cells and the abundance of the transcript of interest was determined by qRT-PCR in each time point using primers described in Table S5.

### RNA immunoprecipitation

Cell lysates were prepared from proliferating C2C12 (LKO-1) cells (<70% confluency) as previously described [68]. Immunoprecipitates were isolated by incubating 100µl of cleared lysate with 7µl of normal IgG (Santa Cruz sc-3877) or αCUGBP1 antibody (monoclonal 3B1) for 1 hour on ice. Following brief centrifugation at 4°C, the reaction was transferred to 100µl of a 10% slurry of Protein-G sepharose beads (Sigma) in NT-2 buffer (50 mM Tris pH7.4, 150 mM NaCl, 1 mM MgCl_2_, 0.05% Nonidet P-40) and rocked for 1 hour at 4°C. Beads were washed twice with 250µl of NT-2 buffer, transferred to a micro-spin column (Pierce) and washed four more times with 200µL of NT-2 buffer. Beads were collected and presence of RNA or proteins was assessed by RT-PCR or Western Blot respectively. For RNA analysis, Trizol™ (Invitrogen) was added to beads for elution, and RNA isolated according to the manufacturer's instructions. 1 µl of RNA was reverse-transcribed with random hexamers, and the resulting cDNA was used in a PCR reaction to amplify the gene of interest. Reaction products were separated on a 2% agarose gel stained with ethidium bromide. Proteins were eluted with 6× SDS loading buffer and boiled for 5 minutes before being resolved by SDS-PAGE (10% gels) and analyzed by western blot.

### Preparation of RNA samples and microarray hybridization

RNA samples were isolated from Trizol™ (Invitrogen) following the manufacturer's protocol. 300ng of total RNA for half life arrays, or 100ng for immunoprecipitation arrays, were used to generate labeled cDNA fragments for hybridization to Mouse Affymetrix Gene 1.0 ST Arrays following the manufacturer's protocol (GeneChip™ WT cDNA Synthesis Kit #900652 and #900720). Production of probes and hybridization was performed by the Colorado State University Genomics and Proteomics Core Facility. Half life experiments were conducted in triplicate, with each time point hybridized to a single array. Immunoprecipitations were performed in duplicate for input, CUGBP1 immunoprecipitated (3B1), and normal mouse IgG (Santa Cruz sc-3877) immunoprecipitated RNAs, with each sample being hybridized to a single array. The signal-to-negative ratio given in Dataset S2 is the mean of probe set values of immunoprecipitated samples (α-CUGBP1) to that of negative control samples (control IgG).

### Microarray analysis

Total RNA was prepared from each sample and used to generate probes for hybridization to Affymetrix Mouse Gene 1.0 arrays. Microarray analysis was performed on samples collected 0, 10 min, 50 min, 110 min and 230 min after treatment with Actinomycin D. Transcripts whose probe sets with detection above background P-value <0.05 in at least 2 out of 3 replicates at the 0 min time point were considered expressed and used for subsequent analyses. All probe set values were normalized to the 5^th^ percentile value of all probe sets on the same array. All data is MIAME compliant and the raw data has been deposited in the GEO database (accession # GSE21236).

### Half life calculations

A nonlinear least squares model, as described in [69], was used to calculate half lives using the microarray data. A transcript was considered to have reliable half life measurement if 1) the microarray data had a good fit to the nonlinear least squares model (P-value<0.05) and 2) the 95% confidence interval for half life is less than two times the half life. Transcripts with reliable half lives in at least two of three replicates were selected for further analyses.

### GO analysis

To identify gene functional groups that have significantly biased half lives, we examined Gene Ontology (GO) terms for the genes encoding most stable 10% and least stable 10% of transcripts. Fisher's exact test was performed to identify significantly enriched GO terms for selected genes. Similar methods were used to identify significant GO terms for transcripts co-immunoprecipitated with CUGBP1, and transcripts that bind CUGBP1 and/or Pum1 and HuR. For comparison between cell types, we used only genes that were expressed and had good half life measurements in all cells used in this study.

### *Cis* element analysis

To identify destabilizing and stabilizing elements in 3′UTRs, we took the most stable 10% and least stable 10% of transcripts and examined hexamers in their 3′UTRs. The significance of overrepresentation of a hexamer in each set was calculated by the Fisher's exact test comparing the two sets. Similar methods were used to obtain significance of overrepresentation for hexamers in 3′UTRs of transcripts co-immunoprecipitated with CUGBP1. The 3′UTR sequences were obtained from the UCSC RefSeq database. Hexamers were clustered to make *cis* element motifs as described in [25]. Briefly, selected significant hexamers were compared based on their sequence similarities. Similar hexamers were grouped to make position-specific scoring matrices (PSSMs) and sequence logos. PSSMs were used to scan sequences for matches with the *cis* elements. For comparison between cell types, we used only genes that were expressed and had good half life measurements in all cells used in this study.

## Supporting Information

Dataset S1 Half lives for 7398 mRNAs in C2C12 (LKO1) cells.

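Dataset S1 gives for each transcript the half-life in minutes in each replicate, the p of the fit, the 95% confidence interval and the mean of the replicates. The copy used here held only the first part of the table, sorted from short to long, with means from 17.7 to 132 min. It ends before the longer half-lives and entered no test. For the transcripts in it the half-lives computed here were a median of 1.15 times the mean that the dataset reports, and the Spearman correlation between them was 0.837 across genes, which are not independent replicates. By replicate the median ratio to the paper's value was 0.945 in replicate 1, 1.16 in replicate 2 and 1.32 in replicate 3. Ppp1r10, Msl2 and Rpp38 had half-lives of 41.8, 49.0 and 48.0 min here, and the paper's reported values are 41, 49 and 41 min.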

(1.87 MB XLS) Click here for additional data file.

Dataset S2 Signal-to-negative ratio for mRNAs immunoprecipitated with CUGBP1.
(1.98 MB XLS) Click here for additional data file.

Figure S1 Clustering of hexamers into cis-element groups for motif building(see Materials and Methods for details).
(1.60 MB TIF) Click here for additional data file.

Figure S2 Difference in mRNA half life across cells types. (A) Ratios of half lives in ES, ES/LIF-, and ES/RA+ cells to those in C2C12 were calculated, normalized by row mean, and presented in a heat map according to the color scale show at the bottom of the graph. (B) Significant Gene Ontology (GO) terms associated with mRNAs with short and long half lives in different cell types. Significance scores (SS) were calculated for each GO term. SS = −log(P-value)*s, where P-value was based on Kolmogorov-Smirnov Tests, and s was 1 if a GO term was more significantly associated with mRNAs with long half lives or −1 otherwise. SS are shown in a heatmap according to the color scale show in the figure. Only those GO terms with SS >3 or <−3 in at least one cell type are shown.
(0.68 MB TIF) Click here for additional data file.

Figure S3 Validation of RIP-Chip results by RT-PCR. RNAs immunoprecipitated by anti-CUGBP1 or normal IgG were subject to RT-PCR with primers specific to the indicated genes. PCR products were visualized on a 2% agarose gel stained with ethidium bromide. Input lanes contain 10% of the RNA isolated from samples prior to immunoprecipitation.
(0.22 MB TIF) Click here for additional data file.

Table S1 Hexamer scores for half life and RIP-Chip analyses. For the half life analysis, association of each hexamer with short and long half life mRNAs was assessed and a score derived using the equation Significance Score = −log(P-value)*s, where P value was based on Fisher's exact test and s = 1 if the hexamer is over-represented in long half life mRNAs or −1 if it is over-represented in short half life mRNAs. For the RIP-Chip analysis, the occurrence of each hexamer within the set of mRNAs immunoprecipitated with CUGBP1 was assessed. The value shown is −log(P-value) where P-value was based on Fisher's exact test.
(0.57 MB XLS) Click here for additional data file.

Table S2 Contribution of cis-elements in different regions of the mRNA to half life, analyzed by a linear model. The linear model is based on y = a + b1x1 + b2x2 + b3x3 … + bnxn, where y is mRNA half life, a is intercept of the model, x1…xn are different features of mRNA, including scores of DEs and SEs in different regions of mRNA (3′UTR, CDS, or 5′UTR) and size of each region, and b1…bn are slopes for x1…xn. Slope >0 indicates contribution to stabilization and slope<0 indicates contribution to destabilization. The P-value for bn indicates its significance, i.e. probability that bn is 0 (null hypothesis). Size is sequence size.
(0.05 MB DOC) Click here for additional data file.

Table S3 Lists of mRNA targets shared by CUGBP1, HuR and/or Pum1. Datasets from RIP Chip experiments using HuR and Pum1 antibodies [39]–[41] were compared with the set of mRNAs immunoprecipitated with CUGBP1 using Ingenuity Pathways Analysis (Ingenuity Systems, www.ingenuity.com). Symbols of genes whose mRNAs are bound by the indicated RNA-binding proteins are listed.
(0.03 MB XLS) Click here for additional data file.

Table S4 Top-ranked Gene Ontology Terms associated with shared target mRNAs of CUGBP1, HuR and Pum1. P-values were derived from Fisher's exact test, which indicates significance of enrichment of GO terms. The top six ranked GO terms are shown.
(0.05 MB DOC) Click here for additional data file.

Table S5 Primers used in qRT-PCR and RT-PCR analysis.
(0.02 MB XLS) Click here for additional data file.

# Supplementary material for: Systematic Analysis of Cis-Elements in Unstable mRNAs Demonstrates that CUGBP1 Is a Key Regulator of mRNA Decay in Muscle Cells
**Source:** PLoS One. 2010 Jun 21;5(6):e11201. doi: 10.1371/journal.pone.0011201
**Supplement:** Table S2 — Contribution of cis-elements in different regions of the mRNA to half life, analyzed by a linear model. The linear model is based on y = a + b1x1 + b2x2 + b3x3 … + bnxn, where y is mRNA half life, a is intercept of the model, x1…xn are different features of mRNA, including scores of DEs and SEs in different regions of mRNA (3′UTR, CDS, or 5′UTR) and size of each region, and b1…bn are slopes for x1…xn. Slope >0 indicates contribution to stabilization and slope<0 indicates contribution to destabilization. The P-value for bn indicates its significance, i.e. probability that bn is 0 (null hypothesis). Size is sequence size. (0.05 MB DOC)

| Parameter | Slope | *P*-value | Slope | *P*-value | Slope | *P*-value |
| --- | --- | --- | --- | --- | --- | --- |
| 3’UTR | | CDS | | 5’UTR | |
| DE1 | 0.0002 | 9.9E-01 | -0.0050 | 6.2E-01 | -0.0083 | 3.5E-01 |
| DE2 | -0.0575 | 1.1E-06 | -0.0113 | 2.6E-01 | -0.0116 | 1.8E-01 |
| DE3 | -0.0456 | 3.7E-06 | -0.0030 | 7.8E-01 | -0.0261 | 4.8E-04 |
| DE4 | -0.0160 | 2.5E-01 | 0.0044 | 7.2E-01 | -0.0108 | 2.4E-01 |
| DE5 | -0.0266 | 9.8E-03 | -0.0054 | 6.6E-01 | -0.0109 | 9.4E-02 |
| DE6 | -0.0248 | 9.7E-03 | -0.0055 | 6.2E-01 | 0.0030 | 6.8E-01 |
| SE1 | 0.0019 | 8.7E-01 | -0.0306 | 7.4E-02 | 0.0041 | 6.3E-01 |
| SE2 | 0.0491 | 3.6E-04 | -0.0306 | 5.3E-02 | 0.0281 | 2.7E-03 |
| SE3 | 0.0386 | 3.6E-03 | 0.0434 | 1.2E-01 | 0.0119 | 1.8E-01 |
| SE4 | 0.0110 | 5.1E-01 | -0.0102 | 7.7E-01 | 0.0383 | 4.1E-05 |
| SE5 | 0.0309 | 1.1E-02 | 0.0213 | 1.4E-01 | 0.0004 | 9.6E-01 |
| SE6 | 0.0003 | 9.8E-01 | 0.0262 | 5.6E-02 | 0.0069 | 4.1E-01 |
| Size | 0 | 3.3E-02 | 0 | 6.9E-01 | -0.0003 | 7.0E-02 |

# Supplementary material for: Systematic Analysis of Cis-Elements in Unstable mRNAs Demonstrates that CUGBP1 Is a Key Regulator of mRNA Decay in Muscle Cells
**Source:** PLoS One. 2010 Jun 21;5(6):e11201. doi: 10.1371/journal.pone.0011201
**Supplement:** Table S4 — Top-ranked Gene Ontology Terms associated with shared target mRNAs of CUGBP1, HuR and Pum1. P-values were derived from Fisher's exact test, which indicates significance of enrichment of GO terms. The top six ranked GO terms are shown. (0.05 MB DOC)

| P-value | GO ID, GO term |
| --- | --- |
| **Top-Ranked GO terms for transcripts bound by both HuR and CUGBP1** | |
| 9.67E-06 | GO:0007049, cell cycle |
| 1.25E-05 | GO:0022618, ribonucleoprotein complex assembly |
| 3.71E-05 | GO:0051246, regulation of protein metabolic process |
| 4.04E-05 | GO:0010608, posttranscriptional regulation of gene expression |
| 8.56E-05 | GO:0016071, mRNA metabolic process |
| 1.35E-04 | GO:0006397, mRNA processing |
| **Top-Ranked GO terms for transcripts bound by both Pum1 and CUGBP1** | |
| 2.20E-04 | GO:0042127, regulation of cell proliferation |
| 2.97E-04 | GO:0008283, cell proliferation |
| 3.63E-04 | GO:0008284, positive regulation of cell proliferation |
| 4.00E-04 | GO:0021532, neural tube patterning |
| 7.98E-04 | GO:0007049, cell cycle |
| 9.62E-04 | GO:0021915, neural tube development |
| **Top-Ranked GO terms for transcripts bound by both Pum1 and HuR** | |
| 3.96E-04 | GO:0007049, cell cycle |
| 1.56E-03 | GO:0008380, RNA splicing |
| 2.38E-03 | GO:0051301, cell division |
| 2.46E-03 | GO:0030835, negative regulation of actin filament depolymerization |
| 2.46E-03 | GO:0051693, actin filament capping |
| 3.36E-03 | GO:0030042, actin filament depolymerization |
| **Top-Ranked GO terms for transcripts bound by CUGBP1, Pum1 and HuR** | |
| 4.16E-03 | GO:0007049, cell cycle |
| 5.93E-03 | GO:0007264, small GTPase mediated signal transduction |
| 7.74E-03 | GO:0016055, Wnt receptor signaling pathway |
| 9.16E-03 | GO:0000279, M phase |
| 9.73E-03 | GO:0051246, regulation of protein metabolic process |
| 9.82E-03 | GO:0046578, regulation of Ras protein signal transduction |

How the deposited data were processed for this re-analysis (not part of the article)

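The data were 15 Affymetrix Mouse Gene 1.0 ST arrays of proliferating C2C12 (LKO1) myoblasts, 1 for each of 5 times (0, 10, 50, 110 and 230 min) in each of 3 replicate time courses after 30 min in 8 µg/mL actinomycin D. The immunoprecipitations, the knockdown line, the RT-PCR assays and the embryonic stem cells were not analysed here.

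The values as deposited are linear ratios, made by the authors by dividing each summarised probe set by the 5th percentile of all probe sets on its array. The summary method, background correction and software are not given in the sources used here. In the deposited values each array has 1.00 at its 5th percentile, and dividing by it again changed nothing. The values hold no detection p-values. Of 25175 probe sets, 21044 had a single gene symbol in the platform annotation, 1492 had several and 2639 had none; 20959 of those with a single symbol were matched by gene number to a table of mouse genes of assembly GRCm38.p6, used for names only. Probe sets with several symbols were not named.

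Half-lives were fitted with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15 (pandas 2.3.3, matplotlib 3.10.9). For each probe set and time course, A·exp(-kt) was fitted by least squares on the linear ratios. A fit was reliable when the two-sided p of k was under 0.05 and the 95% profile confidence interval of the half-life was narrower than 2 times the half-life. A probe set was reliable when this held in at least 2 of 3 replicates, and its half-life was the mean over all replicates with a decay. The level filter, above the median of the array at 0 min in at least 2 of 3 replicates, stands in place of the detection filter of the paper and left 12544 probe sets and 9879 genes; where a gene had several, the probe set with the highest mean at 0 min was used. On simulated values the fitted half-lives had a median of 1.01 times the true one under 2 hr, and for reliable half-lives over 5 hr 0.848 times, so long half-lives that pass tend to be underestimated.

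The decay of all expressed probe sets was tested with limma 3.58.1 in R 4.3.3, as a linear trend of log2 ratios in time with the replicate as a block, eBayes and Benjamini-Hochberg adjustment at 0.05. The replicate numbers mark time courses that the paper fits separately. Of 30 pairs of arrays with the same number, 29 had deviations from the means of their time points that correlated over 0.1 (median 0.362), against 14 of 60 pairs with other numbers (median -0.216). On simulated data with 12544 probe sets the trend recovered 82.4% of changes of 0.25 log2 per hr and 100% of changes of 0.5 and 1 log2 per hr, with 5 false calls. Lists were tested with camera at a preset correlation of 0.01 and with an estimated one. On simulated data over 9879 genes, 1 of 1 shifted list was called and 0 of 19 others. The simulation gave a single result, not one for each correlation, so it cannot stand as a check of both.

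The design, 35 alternatives, the 20 gene lists and the rule for naming genes were fixed before the data were examined, when the first part of Dataset S1 had been seen, and 6 alternatives were added later. The text names genes that the paper names with these arrays or with CUGBP1, the 10 shortest and 10 longest half-lives reliable in all 3 replicates, the 3 shortest and 3 longest of each list, and the 10 largest rises. The lists were immediate early and growth-factor response, cell cycle, transcription factors, chromatin regulators, mRNA processing factors, ion transport, lipid metabolism, glycolysis, oxidative phosphorylation, ribosomal proteins, proteasome, extracellular matrix and adhesion, cytoskeleton, p53 targets, small nucleolar RNA host and noncoding transcripts, replication-dependent histones, mitochondrially encoded transcripts, markers of myotubes, markers of fibroblasts and adipocytes, and CUGBP1-associated mRNAs named in the text. Of the mitochondrially encoded transcripts 0 of 15 were matched, and of the fibroblast and adipocyte markers 2 were expressed, so these lists were not tested among expressed genes. Without the level filter 15 fibroblast and adipocyte markers were tested, with a median slope of -0.09 log2 per hr against -0.16 for other genes (camera adjusted p = 0.037, and 0.89 with an estimated correlation). Lists of CUGBP1-associated mRNAs were compared with other genes by two-sided permutation tests with 100000 resamples, adjusted over the 5 lists tested, of which 2 are reported. Alternatives covered the scaling, the decay model, the confidence interval, the level filter, the replicates and time points, the replicate block and the variance model. The hexamers and the linear model on sequence elements need 3′UTR sequences and were not analysed here.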

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

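The test of level at the start for the longest half-lives and the count over all 1400 were chosen after that result had been seen, and leaving out the 110 min arrays was added after the arrays had been examined; the other tests were set before.

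Transcripts that rose in actinomycin D are not discussed by the paper, and 3 probe sets did so. Usp17ld, a gene of the Usp17 family of deubiquitinating enzymes, rose by 0.53 log2 per hr (limma, adjusted p = 1.9e-08), from 7.55 ± 3.08 (SD, n = 3 arrays, ratio to the 5th percentile) at 0 min to 45.3 ± 20.2 (SD, n = 3) at 110 min and 25.7 ± 5.47 (SD, n = 3) at 230 min. It was higher at both 110 and 230 min than at 0 min in 3 of 3 replicates. The rise passed the threshold under the 12 alternatives in which it was tested, with slopes from 0.43 to 0.85 where the slope is over all 5 time points. Probe sets of Usp17la, Usp17lb and Usp17lc, of the same family, were at 1.37, 1.69 and 1.49 at 0 min and 1.03, 1.33 and 1.35 at 230 min, close to the background. The other probe sets that rose, 10439891 (0.13 log2 per hr, adjusted p = 0.029) and 10598087 (0.18 log2 per hr, adjusted p = 0.0020), had no single gene symbol.

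When the 5 time points were permuted within replicates, 100 orders were drawn, the real one included. The number that fell, 12097, was reached by 1 of 100, the real order, and the highest of the others was 11459, so chance can be excluded for it. The number that rose, 3, was reached or passed by 2 of 100, and the highest of the others was 7495, in an order that correlated with real time at -0.578. A count over all probe sets cannot test single rises, and what sets these counts was not tested. For Usp17ld the adjusted p over all expressed probe sets, its passing in each alternative run and the rise in 3 of 3 replicates argue against chance. For the other 2, which were higher at both 110 and 230 min in fewer replicates, chance is left open. Orders with many calls correlated with real time at 0.578 (11459 fell), 0.792 (7710 fell) and -0.578 (7495 rose). Another order at 0.673 had 0 calls, so this correlation alone does not account for them.

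Replicate 1 gave few reliable half-lives, 4.37% of expressed probe sets against 24.3% and 22.3% in replicates 2 and 3. A candidate explanation is its 110 min array, which lies lower than the array at 230 min. Without the 110 min arrays the share was 15.3% in replicate 1, above 9.90% and 11.8% in the others, which is consistent with that explanation. The 230 min array of replicate 1 lying too high would give the same picture and was not tested. No biological explanation was tested, since the design gives none between replicates.

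The longest half-lives may be shaped by signal level. The median level at 0 min was 4.96 for the longest 10% of reliable half-lives and 15.4 for the shortest 10% (permutation test, p = 1e-05, the smallest that the resamples can give). A constant background would make dim transcripts look stable. Of 106 probe sets that were the longest 10% before the 5th percentile was subtracted, 93 (87.7%) were so afterwards. That count covers the 1058 that were reliable both ways. Over all 1400, whether or not they stayed reliable, 114 of the longest 140 (81.4%) were still the longest 10%. Values under 1 after subtraction were set to 1, which can keep dim transcripts looking stable. These counts therefore cannot decide whether a background is the cause. Only 87 of the longest 140 stayed reliable after subtraction, against 140 of the shortest 140. Background can thus still decide which of the longest meet the criteria. Subtraction shortened the longest by a median factor of 0.763 and all by 0.789. The same limit can hold back the shortening of dim transcripts, so these factors do not decide it either. Over all expressed probe sets with a negative slope, divided by slope into 5 groups, the median level at 0 min was 9.20, 8.23, 8.77, 7.02 and 10.0 from the fastest to the slowest, so a general link of low level with slow decay is not seen there. That stable transcripts of low level pass the criteria more often than abundant ones stays open.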

How the results depend on the processing

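The settings with the start counted as an observation, those without the 110 min arrays or without 2 doubtful arrays, and the trend without the 230 min arrays were chosen after the data had been seen; the others were set before.

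The half-lives depended on the scaling of the arrays, and the cause was not tested for any change below unless stated. Divided by the median, 315 were reliable (median 2.69 hr, 90th percentile 4.75 hr), and divided by the 75th percentile 261 (median 3.59 hr, 10th percentile 1.75 hr, 90th percentile 7.30 hr). With the 5th percentile subtracted and results under 1 set to 1, the median was 1.59 hr and the 10th and 90th percentiles 1.01 and 2.67 hr.

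The decay model moved them too. Log-linear regression gave 2795 (median 2.70 hr, 10th percentile 1.78 hr) and a constant floor 62 (median 0.62 hr, 10th percentile 0.35 hr, 90th percentile 0.95 hr). A fixed start gave 2577 and the Wald interval 2932. With the fixed start counted, 5118 were reliable (median 2.79 hr, percentiles 1.61 and 4.55 hr), and with the Wald interval in addition 6865 (median 3.15 hr, percentiles 1.75 and 5.26 hr).

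A stricter level filter, reliability in all 3 replicates, or leaving out a replicate lowered the number by construction. With a replicate left out, both others had to be reliable. The number was also lower without the arrays of a time point, but that does not follow by construction. Of the 662 reliable without the 110 min arrays, 422 were reliable in the fit used in the text. The 75th percentile as the level filter left 582 (median 1.77 hr), and reliability in all 3 replicates 208 (median 1.54 hr, percentiles 0.977 and 2.31 hr). Without the 0 min arrays there were 279 (median 2.63 hr, 90th percentile 4.61 hr), without the 230 min arrays 551 (median 1.71 hr, 10th percentile 1.03 hr) and without the 110 min arrays 662 (median 2.85 hr, percentiles 1.73 and 5.00 hr). Without the 110 min array of replicate 1 and the 230 min array of replicate 2 there were 832 (median 2.57 hr, 90th percentile 4.63 hr). Leaving out each replicate in turn gave 283 to 1173, medians of 1.49 to 2.495 hr, 10th percentiles of 0.946 to 1.54 hr and 90th percentiles of 2.29 to 4.15 hr.

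In the trend, 4741 fell and 246 rose with arrays divided by their median, and 1964 fell and 6272 rose with arrays divided by their 75th percentile. Without a level filter 19072 fell and 76 rose, and with the 75th percentile as the filter 5862 fell, since the number tested changed. Without the 230 min arrays 6 rose. Without the replicate block 11975 fell and 2 rose. Leaving out each replicate gave 10216 to 12072 that fell and 2 to 4 that rose.

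The shifts of the gene lists held under the trend's alternatives in direction and side of the threshold for the cell cycle, transcription factors and chromatin regulators, except that with an estimated correlation 0 lists passed in the trend used in the text, against 12 with the preset one, and each of these 3 had an adjusted p of 0.58. With an estimated correlation the histones passed with the 75th percentile filter (adjusted p = 0.016), from 230 against 0 min alone (0.045) and without the 230 min arrays (0.030), and the immediate early list passed in the last of these (0.030). Leaving out each replicate gave 12 to 13 lists, with adjusted p from 8.1e-08 to 1.1e-05 for the cell cycle, 4.1e-11 to 2.8e-08 for transcription factors and 1.3e-07 to 7.1e-06 for chromatin regulators. It gave 0.26 to 0.68 for mRNA processing factors, 0.34 to 0.53 for ion transport and 0.18 to 0.58 for lipid metabolism. Without a level filter the mRNA processing factors passed (0.00098) and lipid metabolism passed towards faster decay (0.032). Neither did with an estimated correlation (adjusted p = 0.95 for each). For mRNA processing only the set of other genes changed. Under the other scalings the gap in slope to other genes is fixed by construction. Over the lists the estimated correlation ran from 0.47 to 0.87, and from 0.01 to 0.47 with arrays divided by their 75th percentile. It thus depended on the scaling, and a failure to pass does not show regulation shared within a list.

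For CUGBP1-associated mRNAs named in the text, the permutation test on half-lives gave an adjusted p of 0.053 with the 75th percentile filter and 0.15 with log-linear regression. The difference in log2 half-life was -0.56 in the text, larger with that filter (-0.69) and smaller with log-linear regression (-0.29), so with the filter the call was lost and the difference was not.

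Of the 22 alternatives, 16 can change a half-life of a named gene. Of the 1557 half-lives of 101 named genes under these, 1174 stayed within 1 SD of the value in the text and 383 moved further. The alternatives for hexamers and the linear model (genes in place of occurrences, the shortest 3′UTR, groups of 20%, the level filter, GC content, and half-lives from log-linear regression) were not run, since no 3′UTR sequences were available. Signal over background limits what can be seen: the median array value at 230 min was 1.59 times the 5th percentile.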

Differences from the paper's values

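The fits with the 0 min value fixed and counted as an observation were chosen after the values had been seen; the other alternatives were set before.

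The number of reliable half-lives was 1400 here, and the paper's reported number is 7398. The thresholds on p, on the width of the confidence interval and on the number of replicates were those the paper states. The filter on level differed, since the paper used detection p-values. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; they ran from 62 with a constant floor to 2932 with the Wald interval.

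With the start of the curve fixed at the 0 min value and that value counted as an observation, which leaves its error out, 5118 half-lives were reliable, and 6865 with the Wald interval in addition. Both settings were chosen after seeing the values, while fits were compared with Dataset S1 and with the paper's number. Fixed starts at the sample's own, the maximum, the mean, the geometric mean and the replicate 1 value were tried. Of the transcripts in the part of Dataset S1 held here, these settings drop 133 and 74, and the fit used in the text drops 1161. The p of the fit alone, with the start counted, gave 8223. The exact fit of the authors was not recovered.

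The paper gives half-lives for genes that did not meet the criteria here. Myod1 and Jun met them with log-linear regression, with the start fixed, and with the start fixed and counted under both intervals, the last 2 chosen after seeing the values. Smad7 met them only in those last 2, which were chosen after seeing the values. Gdpd3 met them with no filter on level or with the 25th percentile as the filter. Igf1 met them in 0 of 19 alternatives.

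The paper states that its most unstable transcripts were enriched for 4 groups of factors and its most stable for ion transport and lipid metabolism. With Fisher's exact test on lists written by hand, in place of Gene Ontology terms, none of the 6 lists passed. Ion transport, lipid metabolism and mRNA processing had 2, 5 and 6 reliable half-lives, too few to pass, so for them the test decides nothing. Even the histones, with 6 short and 0 long, had an adjusted p of 0.13 in this test. The cell cycle passed with the Wald interval (adjusted p = 0.022) and with the start counted (0.014). Transcription factors passed with the start fixed (0.0069), with the Wald interval (0.016) and with the start counted (0.0015, and 0.00017 with the Wald interval in addition). Chromatin regulators passed with the start counted (0.0044, and 0.0022 with the Wald interval in addition). The settings with the start counted were chosen after seeing the values. Factors of mRNA processing, ion transport and lipid metabolism passed in none of the settings run. In the trend, the cell cycle, transcription factors and chromatin regulators had lower median slopes than other genes, the direction the paper gives. None of these shifts passed in camera with an estimated correlation (adjusted p = 0.58 for each). The lists were written after the first part of Dataset S1 had been seen, so this direction is not independent of the paper's.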

Other observations

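The endoplasmic reticulum group was picked, and its comparison with the other named genes chosen, after the slopes had been seen. The lists and their tests were set before, when the first part of Dataset S1, with the shortest half-lives, had been seen.

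Replication-dependent histones had the lowest median trend slope of the lists tested, while by reliable half-life the immediate early list was shorter (median 0.881 hr against 0.960 hr). The median slope over 18 expressed genes was -0.73 log2 per hr against -0.26 for other genes, and 18 of 18 fell, also when adjusted over the list alone (camera adjusted p = 1.2e-22, and 0.20 with an estimated correlation). With an estimated correlation they passed with the 75th percentile as the level filter (adjusted p = 0.016), from 230 against 0 min alone (0.045) and without the 230 min arrays (0.030), and in none of the other settings. The median slope was -0.41 against 0.06, and 13 fell and 1 rose, with arrays divided by their 75th percentile. H2bc14, H1f1 and H4c14 had half-lives of 46.4 ± 16.8, 47.5 ± 11.8 and 50.9 ± 16.2 min (SD, n = 3 time courses for each), and 6 histone genes were among the shortest and 0 among the longest half-lives (Fisher's exact test, adjusted p = 0.13).

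Immediate early and growth-factor response genes had a median slope of -0.50 log2 per hr over 42 genes, all of which fell, also when adjusted over the list alone (camera adjusted p = 1.1e-19, and 0.58 with an estimated correlation). With an estimated correlation the list passed only without the 230 min arrays (adjusted p = 0.030). With arrays divided by their 75th percentile the median slope was -0.18, and 27 fell and 3 rose. Of these genes 13 were among the 125 shortest half-lives and 0 among the longest (Fisher's exact test, adjusted p = 0.0023). That call was lost under 10 of 22 alternatives, among them without replicate 1 (adjusted p = 0.088), without replicate 3 (0.41) and without the 110 min arrays (1.0). The p53 targets, 4 of which are also on the immediate early list, had a median slope of -0.42 over 19 genes, all of which fell, with the same count adjusted over the list alone (camera adjusted p = 0.0018, and 0.58 with an estimated correlation). Of the p53 targets 11 fell and 5 rose with arrays divided by their 75th percentile.

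Several lists had shallower median slopes than other genes, with shifts that passed in camera at the preset correlation and none of which passed with an estimated correlation (adjusted p = 0.58 for each of the 5). The median slope was -0.11 log2 per hr over 12 glycolytic genes (6 fell, 5 adjusted over the list alone, camera adjusted p = 0.00015). It was -0.12 over 22 ribosomal proteins (13 fell, 11 adjusted over the list alone, camera adjusted p = 3.8e-09) and -0.15 over 33 genes of the cytoskeleton (25 fell, 25 adjusted over the list alone, camera adjusted p = 3.9e-08). For oxidative phosphorylation it was -0.17 over 25 genes (21 fell, 20 adjusted over the list alone, camera adjusted p = 5.6e-06), and for extracellular matrix and adhesion -0.18 over 38 (32 fell, 31 adjusted over the list alone, camera adjusted p = 1.4e-06). With arrays divided by their 75th percentile these 5 lists had positive median slopes, from 0.14 to 0.21 against 0.06 for other genes. Their position relative to other genes held by construction, since this scaling moves every slope by the same amount. Without the filter on level none of the 5 passed (camera adjusted p from 0.054 to 0.98). There the median slopes of oxidative phosphorylation (-0.165) and of extracellular matrix and adhesion (-0.179) were steeper than the -0.155 of other genes. Those of glycolysis, ribosomal proteins and the cytoskeleton stayed shallower.

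Markers of myotubes had a median slope of -0.19 over 13 genes, all of which fell, also when adjusted over the list alone (camera adjusted p = 0.021, lost under 7 alternatives, among them the estimated correlation at 0.58). Of them 0 fell and 10 rose with arrays divided by their 75th percentile. The proteasome (-0.25, 27 of 27 fell, also adjusted over the list alone, camera adjusted p = 0.17) and small nucleolar RNA hosts (-0.21, 5 of 7 fell, also adjusted over the list alone, camera adjusted p = 0.23) did not pass. Without the replicate block both did at the preset correlation (0.019 and 0.044) and neither did with an estimated correlation (adjusted p = 0.76 and 0.44). The proteasome also passed at the preset correlation without replicate 2 (0.017) and without the 2 doubtful arrays (0.011), and not with an estimated correlation (adjusted p = 0.80 and 0.64). The CUGBP1-associated mRNAs named in the text had a median slope of -0.32 (34 of 37 fell, also adjusted over the list alone), with a camera adjusted p of 0.083. At the preset correlation the list passed towards faster decay without replicate 3 (0.0028), without the 230 min arrays (0.0030) and from 230 against 0 min alone (0.014). Without the level filter it passed too (0.017), but there only the set of other genes changed. With an estimated correlation it passed in none of these (adjusted p from 0.70 to 0.95).

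Among the transcripts that the paper names with CUGBP1, those for proteins of entry into and processing in the endoplasmic reticulum had shallow slopes on the median, in a group picked because of its slopes. The median slope was -0.14 log2 per hr over 11 expressed genes and -0.40 over the 26 other named genes. The permutation p of 0.0072 decides nothing, since the genes were chosen for the pattern. Members differed: Canx, Calr and Dad1 lay between -0.09 and -0.04, while Srp68 (-0.43) and Sppl3 (-0.45) fell faster than the median of the other named genes. The median lay at the 99.95th percentile of 10000 random lists matched on level at 0 min, 95% of which had medians between -0.30 and -0.17. A group picked for shallow slopes would lie high among such lists in any case, so a role of level at the start is left open. A biological explanation, that these transcripts form a stable class among the CUGBP1-associated mRNAs, is a hypothesis that these data cannot test. Which sequences they carry was not tested. Of the 37 named transcripts that were expressed, 34 fell over time, and the 3 that did not pass, Canx, Dad1 and Calr, are in this group.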
